# Abundant mRNA m^1^A modification in dinoflagellates: a new layer of gene regulation

**DOI:** 10.1038/s44319-024-00234-2

**Published:** 2024-09-02

**Authors:** Chongping Li, Ying Li, Jia Guo, Yuci Wang, Xiaoyan Shi, Yangyi Zhang, Nan Liang, Honghui Ma, Jie Yuan, Jiawei Xu, Hao Chen

**Keywords:** N1-methyladenosine, Dinoflagellates, Post-transcriptional Regulation, mRNA Translation, RNA Biology, Translation & Protein Quality

## Abstract

Dinoflagellates, a class of unicellular eukaryotic phytoplankton, exhibit minimal transcriptional regulation, representing a unique model for exploring gene expression. The biosynthesis, distribution, regulation, and function of mRNA N1-methyladenosine (m^1^A) remain controversial due to its limited presence in typical eukaryotic mRNA. This study provides a comprehensive map of m^1^A in dinoflagellate mRNA and shows that m^1^A, rather than N6-methyladenosine (m^6^A), is the most prevalent internal mRNA modification in various dinoflagellate species, with an asymmetric distribution along mature transcripts. In *Amphidinium carterae*, we identify 6549 m^1^A sites characterized by a non-tRNA T-loop-like sequence motif within the transcripts of 3196 genes, many of which are involved in regulating carbon and nitrogen metabolism. Enriched within 3′UTRs, dinoflagellate mRNA m^1^A levels negatively correlate with translation efficiency. Nitrogen depletion further decreases mRNA m^1^A levels. Our data suggest that distinctive patterns of m^1^A modification might influence the expression of metabolism-related genes through translational control.

## Synopsis

Unlike the scarce presence in typical eukaryotes, m^1^A is prevalent in dinoflagellate mRNA, m^1^A levels correlate with the expression of metabolism-related genes and respond to nitrogen starvation.

- m^1^A, but not m^6^A, is the most abundant internal mRNA modification in various dinoflagellates.
- With major localization in the 3'UTR, m^1^A in dinoflagellate mRNA negatively correlates with the translation rates of mature transcripts.

- m^1^A methylation of mRNA in dinoflagellates responds to nitrogen starvation and might regulate the translation of mRNAs related to metabolism.

## Abstract (web summary)

Unlike the scarce presence in typical eukaryotes, m^1^A is prevalent in dinoflagellate mRNA, m^1^A levels correlate with the expression of metabolism-related genes and respond to nitrogen starvation.

## Introduction

Cellular RNA undergoes over 170 covalent chemical modifications, contributing to the complexity of genetic information (Wiener and Schwartz, 2021). Despite not being the most decorated RNA species, next-generation sequencing methods facilitated the transcriptome-wide mapping of various nucleotide chemical modifications, including m^6^A, pseudouridine (Ψ), 5-methylcytidine (m^5^C), m^1^A, N4-acetylcytidine (ac^4^C), ribose methylations (Nm), and N7-methylguanosine (m^7^G) in messenger RNAs (mRNAs) (Roundtree et al, 2017). Of these modifications, m^6^A is one of the most prevalent internal mRNA modifications and has garnered significant attention for its pivotal role in post-transcriptional gene regulation (Murakami and Jaffrey, 2022).

As another form of adenosine methylation, m^1^A was initially identified in total RNA and has been extensively investigated in non-coding RNA like ribosomal RNA (rRNA) and transfer RNA (tRNA) (Xiong et al, 2018). With methyl-adduct and positive charge at physiological conditions, m^1^A can block the normal base pairing with thymidine or uridine, alter local RNA secondary structure and affect the protein-RNA interactions (Xiong et al, 2018; Zhang and Jia, 2018). The mRNA m^1^A/A molar ratio ranges from 0.015% to 0.054% in mammalian cells, which is only about 10% of the level of mRNA m^6^A (Dominissini et al, 2016; Li et al, 2016). The earlier comprehensive transcriptome-wide mapping revealed that m^1^A occurred widely on thousands of different gene transcripts, exhibited enrichment in their 5′-untranslated region (5′UTR), changed dynamically in response to stress, and was correlated with translation enhancement (Dominissini et al, 2016; Li et al, 2016). However, subsequent studies demonstrated that cytosolic mRNAs were sparsely modified with m^1^A in the tRNA T-loop like structures at very low stoichiometries, which led to translation repression and were invariably catalyzed by TRMT6/TRMT61A complex (Safra et al, 2017; Schwartz, 2018). Another study also reported that m^1^A was a rare internal mRNA modification and only appeared in one mitochondrial transcript (Grozhik et al, 2019). Thus, due to the limited number of gene transcripts bearing m^1^A sites, the biological function of these internal m^1^A modifications in mammalian cells awaits further verification. In *Petunia hybrida*, a plant species containing relatively high amounts of m^1^A (0.25–1.75% of total adenines in mRNA), m^1^A modifications were identified in 3231 genes, mainly located in coding sequence near start coding regions, and showed dynamic distribution upon ethylene treatment (Yang et al, 2020). Very recently, Sun et.al reported that CAG repeat RNA expansions increase levels of m^1^A, which alters subcellular distribution of TDP-43 and consequentially contributes to neurodegeneration (Sun et al, 2023). However, the role of these m^1^A modifications in gene expression regulation remains largely unexplored.

Dinoflagellates, consisting of important marine primary producers, harmful bloom-forming microalgae, and photo-symbionts of marine invertebrates, are a major group of unicellular eukaryotic marine phytoplankton. Their unique characteristics, including permanently condensed liquid-crystalline chromosomes lacking nucleosomes (Wong, 2019), alternating unidirectional gene arrays (Nand et al, 2021; Nelson et al, 2021), mRNA maturation with trans-splicing (Zhang et al, 2007), and non-typical promoter harboring no TATA box (Lin et al, 2015), distinguish them from other eukaryotes in terms of chromatin organization and gene expression. Instead of controlling gene expression at the transcriptional level, it was believed that dinoflagellates mainly rely on post-transcriptional regulation (Roy and Morse, 2013; Zaheri and Morse, 2022). There is a clear paucity of both basal and promoter-specific transcription factors in dinoflagellates genomes, which encode only half number of expected components of RNA polymerase II (RNAP II) and less than 10% of gene specific transcription factors compared to classical eukaryotes (Roy and Morse, 2013; Zaheri and Morse, 2022). Numerous studies also indicated that for different dinoflagellate species including *Symbiodinium* sp., *Lingulodinium* sp., *Scrippsiella* sp., and *Alexandrium* sp., only a few genes exhibited significant changes in their transcript abundance under light-dark transition, temperature change, circadian rhythm, and stressful conditions, which implies that post-transcriptional regulation might play a vital role in controlling gene expression of dinoflagellates (Chen et al, 2024; Moustafa et al, 2010; Roy et al, 2014; Yang et al, 2011; Zaheri et al, 2019).

As stated above, there is still controversy regarding the existence and role of m^1^A in eukaryotic mRNA. Dinoflagellates lack transcription control over gene expression and primarily depend on post-transcriptional regulation. In this study, we found an unexpectedly high m^1^A level in mRNA of dinoflagellates, making them an ideal model system to investigate the function of m^1^A within eukaryotic mRNA. We identified thousands of m^1^A-modified transcripts present in dinoflagellate transcriptome, which showed marked difference with reported distribution pattern in typical eukaryotes in terms of the major enrichment within 3′UTR, and non-T loop-structure like motif. m^1^A methylation is involved in regulating mRNA fates through decreasing translation efficiency and may be utilized to cope with nutrient stress. These findings clearly demonstrated that m^1^A governs mRNA translation rates and adds another layer of gene expression control at post-transcriptional level in dinoflagellates.

## Results and discussion

### Dinoflagellate mRNA is highly decorated by m^1^A modification

Due to the cholesteric liquid-crystalline structure of chromosomes, extensive use of 5′-trans-splicing in mRNA and reduced role of transcriptional regulation in dinoflagellates (Fig. 1A), we envisaged that RNA modification may be employed to post-transcriptionally regulate gene expression. Therefore, we first examined the abundance of several frequently occurred RNA modifications, including m^1^A, m^6^A, m^6^Am, and m^7^G, in dinoflagellate *A. carterae*. The results showed that all of these RNA modifications were readily observed in total cellular RNA, while only m^6^A and m^1^A could be detected with considerable levels in their poly(A)+ mRNA fractions (Appendix Fig. S1A–D).

**Figure 1:**
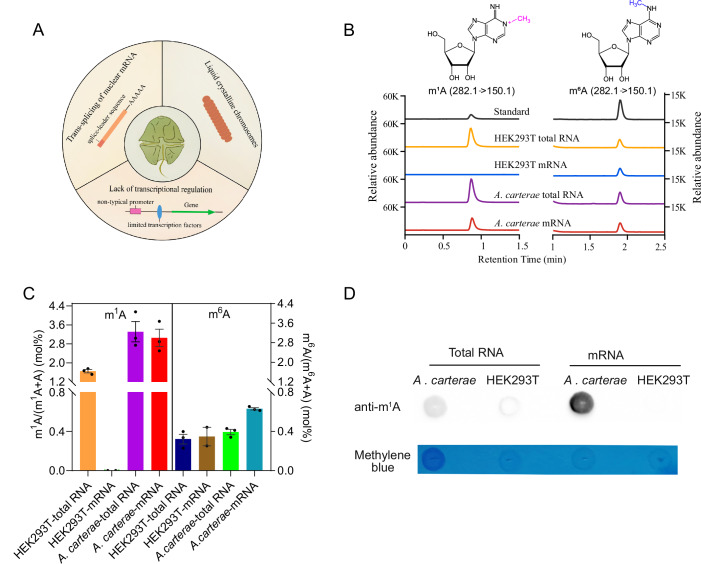
Quantitative detection of m^1^A levels in the dinoflagellate *A. carterae.* (**A**) Several unusual features in dinoflagellates; (**B**, **C**) LC-MS/MS chromatograms and quantification of m^1^A and m^6^A levels in the mRNA and total RNA isolated from *A. carterae* and HEK 293T cell lines. Mean values ± SE are shown. Except for the two replicates used in the mRNA sample from HEK 293T cell lines, all other data were obtained with three biological replicates. (**D**) Dot-blot assay of m^1^A abundance in both total RNA and mRNA of *A. carterae* and HEK 293T cell lines, respectively. Source data are available online for this figure.

Next, we employed the ultrasensitive liquid chromatography with tandem mass spectrometry (LC-MS/MS) to measure and compare the absolute levels of m^1^A and m^6^A in mRNAs from HEK293T and dinoflagellates. Consistent with the very low amount of m^1^A in mammalian cells in previous studies (Dominissini et al, 2016; Li et al, 2016), our LC-MS/MS results showed that m^1^A level is barely detected (near to baseline) in HEK293T mRNA and m^1^A accounts for about 1.65% of the total adenines in total RNA of HEK293T (Fig. 1B,C). Surprisingly, the m^1^A content in *A. carterae* mRNA reached up to 3.05% of the total adenines (Fig. 1B,C), which is close to the m^1^A level of its total RNA and two orders of magnitude higher than reported amounts of m^1^A in mammalian cells (Dominissini et al, 2016; Li et al, 2016). Moreover, the dot blot analysis using the m^1^A-specific antibody also demonstrated that *A. carterae* contains much more m^1^A in their mRNA than mammalian HEK293T cell lines (Fig. 1D). In addition, our results also revealed that the m^6^A constitutes about 0.63% of the total adenine in *A. carterae* mRNA (Fig. 1B,C), which is only equivalent to one-fifth of the corresponding m^1^A level and slightly higher than m^6^A amount of HEK293T mRNA (~0.35%). The relatively higher amount of m^1^A than m^6^A level in mRNA was also observed in other dinoflagellates including *Crypthecodinium cohnii* and *Symbiodinium* sp., while not observed in unicellular green algae *Chlamydomonas reinhardtii* (Appendix Fig. S2). Thus, this proportion of mRNA m^1^A in dinoflagellates is likely conserved among different taxa of dinoflagellates and is much higher than other eukaryotes. Recently, it was uncovered that abundant m^6^A resides in poly(A) tails of *Trypanosoma brucei* mRNA (Viegas et al, 2022), we asked whether dinoflagellate m^1^A modifications are also located within mRNA poly(A) tails. Therefore, we isolated the poly(A) tail and non-poly(A) segments of *A. carterae* mRNA and measured the abundance of m^1^A in different fractions. The results showed that these m^1^A sites are mainly distributed in the non-poly(A) region instead of poly(A) tails of the mature transcripts (Appendix Fig. S3A,B).

### m^1^A profile throughout the transcriptome of Dinoflagellate *A. carterae*

To gain further insight into the roles of m^1^A, we sought to characterize m^1^A sites at a transcriptome-wide level by using anti-m^1^A antibody-based MeRIP (m^1^A-specific methylated RNA immunoprecipitation). A total of 13481 peaks were detected in the mRNAs of 10794 genes in *A. carterae* under normal growth conditions (Fig. EV1A). On average, each methylated gene exhibits an average of 1.25 peaks, and the majority (76.4%) of these m^1^A peaks are found in the stop codon segment and 3′UTR of the encoded transcripts (Fig. EV1A). 

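Poly(A)-selected mRNA of *A. carterae* cells in exponential growth under normal conditions was examined in 4 libraries, an m1A IP and an input library for each of 2 biological replicates. In m1A-seq-TGIRT, mRNA fragments bound by an anti-m1A antibody are copied by TGIRT, a thermostable group II intron reverse transcriptase that reads through m1A and often inserts a wrong base there, so that a modified adenosine appears as a mismatch at single-base resolution. The authors trimmed the reads with TrimGalore 0.6.7 at a quality limit of 25, aligned them to the genome assembly Acart.genome.v1 with STAR 2.7.10a allowing up to 3 mismatches per read, and counted coverage and mismatches per base with samtools mpileup. Adenosines in annotated exons with a coverage over 10 reads, at least 2 mismatches and a mismatch rate over 10% in a sample were pooled as candidates. A candidate was kept where a one-sided proportion Z-test of IP against input gave a p-value under 0.05, the coverage exceeded 10 reads in both, and the IP mismatches exceeded 2 and those of the input. The deposited result is a single list of the kept sites, each with its scaffold, position, strand and gene ID. It carries no coverage, mismatch rate or value per library, so the depth of each library is unknown here and neither IP nor input nor the replicates could be compared site by site. Sites were counted as unique combinations of scaffold, position and strand, and positions are given 1-based. The list does not pair gene IDs with gene names, and no annotation of the same assembly was used.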

To exclude the non-specific binding of the anti-m^1^A antibody, we conducted a single base resolution analysis of m^1^A sites in the *A. carterae* by using m^1^A-seq-TGIRT, as described in a previous study (Safra et al, 2017). The results showed that m^1^A-specific misincorporation events happened in a much higher ratio compared to the input control samples (Fig. EV1B). 

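In replicate 1, the misincorporation rate in the paper's source data had a median of 74.8% in the m1A IP (quartiles 27.6% and 100%) and of 0% in the input (upper quartile 0.387%). These values cover the first 1999 of the 3405 pairs of rates in the table, whose pairs number 52.0% of the sites in the deposited list. The IP rate was the higher one at each of the 1999 pairs, and the median difference was 56.3 percentage points. At 1489 of these pairs no misincorporation was recorded in the input, and at 118 the input rate was at least 50%. At 168 pairs the IP rate was under 10%, the rate that an adenosine had to exceed in a sample to become a candidate. The IP rate was 100% at 520 pairs, and at 422 of these the input rate was 0%. The table gives no coverage and no site positions, so the rates have no interval and could not be joined to single listed sites. A higher rate in the IP was also a condition for a site to be called.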

Despite using polyA-selected transcripts for library construction, our sequencing results revealed reads mapping to the large ribosomal subunit 28S rRNA, and we observed a conserved m^1^A site, present in both mammalian and yeast cells (Sharma et al, 2018), in the 28S rRNA of *A. carterae* in both the input and m^1^A-seq-TGIRT samples (Fig. EV1C). This observation further confirms the reliability of our newly identified m^1^A sites. 

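The deposited list holds 6549 m1A sites, 3270 on the plus and 3279 on the minus strand, under 3186 gene IDs. A single site was listed for 1785 genes (56.0%), 2 sites for 639, 3 sites for 352 and 4 or more for 410. The 259 genes with 5 or more sites (8.13%) held 1826 sites, or 27.9% of the list. The mean was 2.06 sites per gene (SD 1.97 across genes). If every listed gene had the same rate, a zero-truncated Poisson distribution with this mean would give 109 genes with 5 or more sites on average and at most 150 in 10000 draws (n = 3186 genes, one-sided parametric bootstrap, p = 1e-04, the smallest the draws can give). With neighbouring sites at most 10 nt apart merged into clusters, 55 genes had 5 or more clusters, against 5.89 on average under the Poisson distribution (n = 3186 genes, p = 1e-04 from the same bootstrap). Acart08G0498 on chromosome 8 had the most sites, 38 between positions 29578480 and 29580228 on the minus strand. It was followed by Acart05G1257 on chromosome 5 with 26 sites between 38039488 and 38040651, also on the minus strand. Genes differ in expression, and the more a transcript is covered the more of its sites can pass the coverage limit, which the list does not allow to be tested. The Poisson distribution also leaves out differences between genes in length and number of adenosines, and it takes the sites as independent. The excess over it therefore shows only that site numbers are uneven, and does not tell why.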

In total, 6549 m^1^A sites were identified in the mRNAs of 3186 genes under normal growth conditions (Fig. 2A), of which 2196 genes exhibited overlap with the MeRIP-identified peaks (Fig. EV1D). Metagene analysis was performed to identify the transcript segment(s) enriched with m^1^A sites, and the results demonstrate that the 3′UTR is the region most strongly enriched in m^1^A sites (Fig. 2B–D). Specifically, 81.4% of these m^1^A sites are distributed in 3′UTR of the encoded transcripts, while only 14.2% and 4.4% of these peaks are located in CDS and 5′UTR segment, respectively (Fig. 2B). Thus, in contrast to the 5′UTR enrichment pattern reported in early studies (Dominissini et al, 2016; Li et al, 2016; Yang et al, 2020), we found m^1^A is mostly installed within 3′UTR of dinoflagellates mRNA.

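In Acart08G0321, the transcript shown in Fig. 2D, 4 m1A sites were listed on the plus strand of chromosome 8, at positions 14791775, 14792022, 14792026 and 14792035. The last 3 lie within 14 nt of each other, and the first lies 247 nt before them. Acart27G0516 had 3 sites within 15 nt on chromosome 27, at 16446341, 16446351 and 16446355. Of the 3 sites of Acart16G0656 on chromosome 16, those at 19443769 and 19443773 were 4 nt apart and the third lay at 19446123, 2350 nt further on. In Acart08G0498 and Acart05G1257, the sites were spread over 1748 nt and 1163 nt of the genome. The list gives no transcript region for a site, and genomic distances include any introns.

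**Figure D1:**
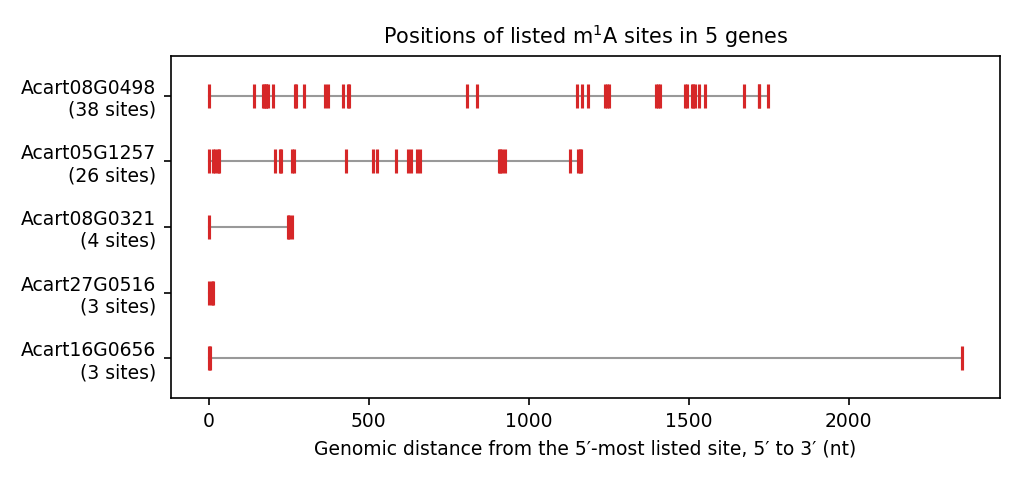
Positions of the listed m1A sites (red bars) in 5 genes, drawn 5′ to 3′ along the genome from the 5′-most listed site of each gene, in nt; grey lines join the outermost sites. Acart08G0321 and Acart27G0516 have sites a few nt apart. The 38 sites of Acart08G0498 spread over 1748 nt, and some of them are also a few nt apart.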

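Within most genes with 2 or more sites, the listed sites occupied a short stretch. Of the 1401 genes with 2 or more sites, the distance between the outermost sites had a median of 20 nt (quartiles 7 nt and 160 nt), and it was at most 100 nt in 997 genes (71.2%). It exceeded 10000 nt in 22 genes, with the widest, 192939 nt, in Acart28G0650 on chromosome 28. The shares of sites in the 5′UTR, CDS and 3′UTR were not recomputed, because the list gives no region and no annotation of Acart.genome.v1 was used here. From the share of sites in the 3′UTR, the metagene profile and an example transcript, the paper concludes that m1A in dinoflagellate mRNA is mostly installed within the 3′UTR. It also reports that most MeRIP peaks lay in the stop codon segment and the 3′UTR.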

**Figure 2:**
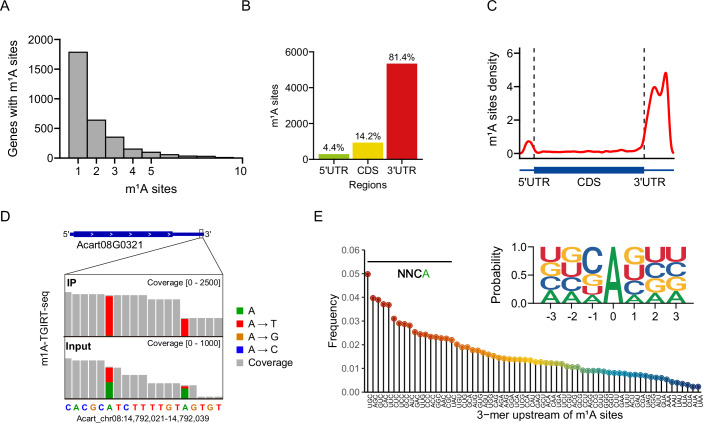
The transcriptome-wide landscape of m^1^A modification in *A. carterae.* (**A**) The detailed numbers of genes with m^1^A-methylated transcripts exhibiting 1, 2, 3, or 4+ modified sites as identified by the m^1^A-seq-TGIRT approach. (**B**) Percentage of m^1^A sites in different regions of the mRNA. (**C**) Metagene profile of m^1^A sites along the full-length normalized transcripts. The 5′UTR, CDS and 3′UTR were normalized to their average length according to the annotation of *A. carterae* genome. (**D**) Snapshot of m^1^A sites-mediated misincorporation within the 3′UTR of representative transcript in *A carterae*. The y-axis represents the sequencing coverage depth. (**E**) The upstream 3-mer distribution frequency of all identified m^1^A sites. The inset depicts the sequence logo frequency of these m^1^A sites. Source data are available online for this figure.

**Figure EV1:**

Characterization of the distribution of m^1^A in the dinoflagellate mRNA. (**A**) Counts of MeRIP-identified m^1^A peaks in different regions of the mRNA. When a peak overlaps with either the start codon or stop codon, we assigned these peaks to the “start codon” and “stop codon” regions, respectively. Otherwise, these peaks were considered to localize in the 5′UTR, CDS and 3′UTR according to their positions. (**B**) Comparison of misincorporation rates for all identified m^1^A sites in IP samples and input using the m^1^A-TGIRT-seq approach. (**C**) Snapshot of m^1^A-mediated misincorporation detected by m^1^A-TGIRT-seq within the 28s rRNA in *A carterae*. This m^1^A site is known as m^1^A_1322_ in the 28s rRNA of mammalian and yeast cells. The y-axis represents the sequencing coverage depth. (**D**) The Venn diagram showing the number of overlapping genes identified by both m^1^A-seq-TGIRT and MeRIP under normal growth conditions. (**E**, **F**) GO and KEGG pathway enrichment analysis of m^1^A-methylated genes identified by m^1^A-TGIRT-seq. *p*-values were obtained using the hypergeometric test.  Source data are available online for this figure.

On the other hand, analysis of the upstream 3-mer distribution frequency and sequence logo plotting of all identified m^1^A sites revealed that m^1^A is enriched in the NNCA sequence context (Fig. 2E). This is notably different from the m^1^A motifs in mammalian cells, which resemble tRNA T-loop-like elements (GUUCNANNC) (Li et al, 2017; Safra et al, 2017). 

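The listed sites themselves give part of the sequence context, since a second listed site upstream marks an adenosine there. Directly 5′ of the site, at the -1 position, another listed site of the same gene was found for 141 of the 6549 sites (2.15%, Wilson 95% interval 1.83% to 2.53%). At the -2 position this was so for 184 sites (2.81%, interval 2.44% to 3.24%), and at the -3 position for 298 sites (4.55%, interval 4.07% to 5.08%). Among the 3363 pairs of neighbouring sites in a gene, 141 were 1 nt apart and 345 were 5 nt apart, the most frequent distance. Distances of 3 to 5 nt made up 943 pairs (28.0%). In the paper's source data for sites in the 3′UTR, the GC content was 69.2% at the -1 position, 57.2% at the +1 position and between 45.4% and 50.3% at 4 to 12 nt on either side. The full 3-mers were not recomputed, since no sequence of the assembly was used here. Unlisted adenosines upstream are not counted, so the shares of sites with a listed site upstream do not measure base composition. The 141 sites with a listed site at -1 and the 141 pairs 1 nt apart are the same observation.

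**Figure D2:**
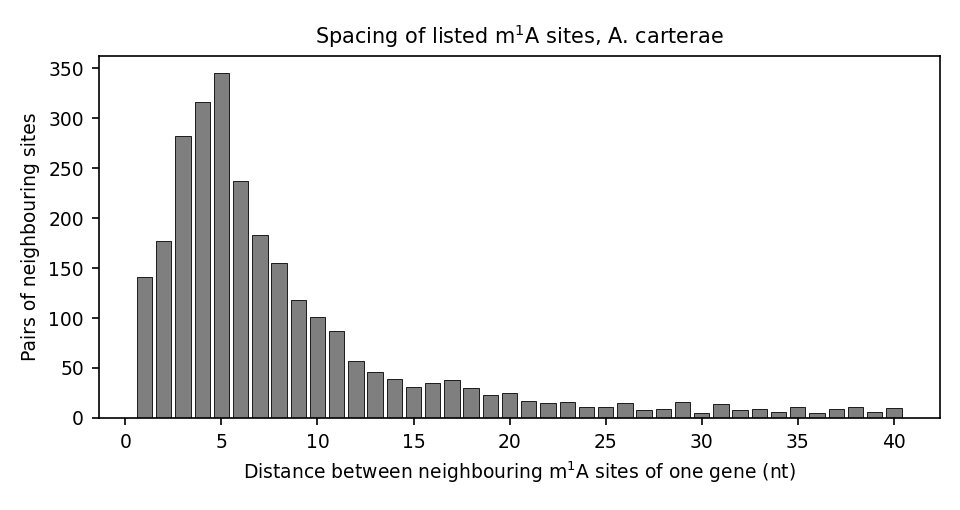
Number of pairs of neighbouring listed m1A sites of one gene (bars) at each distance from 1 to 40 nt. The bars rise from 141 pairs at 1 nt to 345 at 5 nt and fall to 101 at 10 nt.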

Previous studies have reported that the tRNA m^1^A methyltransferase complex TRMT6/61A is responsible for the generation of the scarce cytosolic mRNA m^1^A modification in mammalian cells (Li et al, 2017; Safra et al, 2017). However, we cloned and purified *A. carterae* homologs of putative tRNA methyltransferase, the AcTRMT6/AcTRMT61A complex (Fig. EV2A). In vitro biochemical assays indicated that AcTRMT6/AcTRMT61A cannot catalyze the production of m^1^A in either *A. carterae* or HEK293T mRNA (Fig. EV2B). In contrast, new m^1^A generation was observed in total RNA of these cells and *A. carterae* small RNA (Fig. EV2B). These results demonstrated that dinoflagellate mRNA m^1^A methylation is installed by an as-yet-unknown methyltransferase, distinct from the typical m^1^A methyltransferase of eukaryotic tRNAs.

**Figure EV2:**

The methyltransferase activities of AcTRMT6/AcTRMT61A heterocomplex to different RNA substrates. (**A**) SDS-PAGE analysis showing the purified AcTRMT6/AcTRMT61A complex with expected molecular weights of 38.5 kDa (AcTRMT61A) and 51.5 kDa (AcTRMT6), respectively. Lane 1, the purified recombinant AcTRMT6/AcTRMT61A heterocomplex; Lane M, the Thermo Scientific PageRuler Plus Prestained Protein Ladder. (**B**) LC-MS/MS spectra of various RNA substrates from in vitro methylation reaction. #, represents the addition of heat-inactivated AcTRMT6/AcTRMT61A heterocomplex in this reaction mixture. The native recombinant protein complex AcTRMT6/AcTRMT61A were used in all other reactions.

To investigate the biological functions of m^1^A-methylated mRNAs, we next performed GO and KEGG enrichment analysis. GO analysis indicated that the top-ranked lists of enriched GO categories of these m^1^A-decorated transcripts are correlated with cellulose catabolic process, ribonucleotide metabolic process, photosynthesis, carbohydrate catabolic process, etc. (Fig. EV1E). Meanwhile, KEGG enrichment analysis also revealed the association between m^1^A-modified genes and similar pathways such as nitrogen metabolism, pyruvate metabolism, photosynthesis proteins and others (Fig. EV1F). These results implied an important role of m^1^A-meidated post-transcriptional regulation in cellular carbon/nitrogen metabolism, and might represent an important mechanism of controlling critical biological processes in dinoflagellates.

### m^1^A associates with translation inhibition

Bearing in mind little transcriptional regulation in dinoflagellates and interference effects of m^1^A methylation on base pairing and RNA-protein interaction, we then assessed possible function of m^1^A in post-transcriptional regulation within these organisms. Our analysis showed that m^1^A-methylated genes in dinoflagellate *A. carterae* have significantly higher mRNA levels than the unmethylated ones (Fig. 3A). Particularly, except the 5′UTR, the transcript abundance is positively correlated with the presence of m^1^A sites in both 3′UTR and CDS region (Fig. 3B). Short poly(A) tails length has been recently regarded as a conserved feature of the highly expressed genes across eukaryotes (Lima et al, 2017; Passmore and Coller, 2022). Consistent with this notion, we also found that the length of mRNA poly(A) tail is negatively correlated with mRNA abundance (Fig. EV3A) and m^1^A-marked transcripts possessed shorter poly(A) tails in *A. carterae* (Fig. 3C). In addition, mRNAs with m^1^A in their 3′UTR show a slight increase in the mean GC content of neighboring nucleotides, a non-uniform distribution of m^1^A sites along the 3′UTR, lower global 3′UTR GC content, and longer 3′UTR lengths compared to non-methylated mRNAs (Figs. 3D and EV3B–D). Furthermore, predictive structural analysis using ViennaRNA suggested that 3′UTR in these m^1^A-marked genes tend to form more stable secondary structures than those in non-methylated counterparts (Fig. 3E). These results suggested that m^1^A prefers to be installed on highly expressed genes and structured mRNA regions.

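Genes with more listed m1A sites had longer 3′UTRs in the part of the paper's source data used here, the first 1999 of the 20625 genes of the table, which lie on chromosomes 1, 2 and 3. The median 3′UTR length in this table was 170 nt (quartiles 99 nt and 341 nt) in the 191 genes it marks as methylated in the 3′UTR and 84 nt (quartiles 47 nt and 160 nt) in the other 1808. The deposited list gives no region, so the sites counted for a gene can lie outside its 3′UTR. Split by the number of sites in that list, the median of the marked genes was 122 nt in 97 genes with 1 site. It was 192 nt in 75 genes with 2 to 4 sites and 394 nt in 19 genes with 5 or more sites. These medians were not tested, because the table is held only in part, and a longer 3′UTR has more adenosines in which a site can be found. Sites also lay closer together than an even spread between the outermost sites of a gene would give. In the 762 genes with 3 or more sites, 61.5% of the 2724 neighbouring pairs were at most 10 nt apart, against 38.8% on average and at most 40.9% in 10000 random redistributions (one-sided permutation test, p = 1e-04, the smallest they can give). In the 518 of these genes whose sites span at most 200 nt, where long introns cannot stretch the distance, the share was 71.7% against 61.2% on average (p = 1e-04 from the same permutation test). Random redistribution puts sites at any base, while a site could be called only at an exon adenosine covered by over 10 reads. The test therefore cannot tell clustered methylation from clustered bases at which a site could be called.

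**Figure D3:**
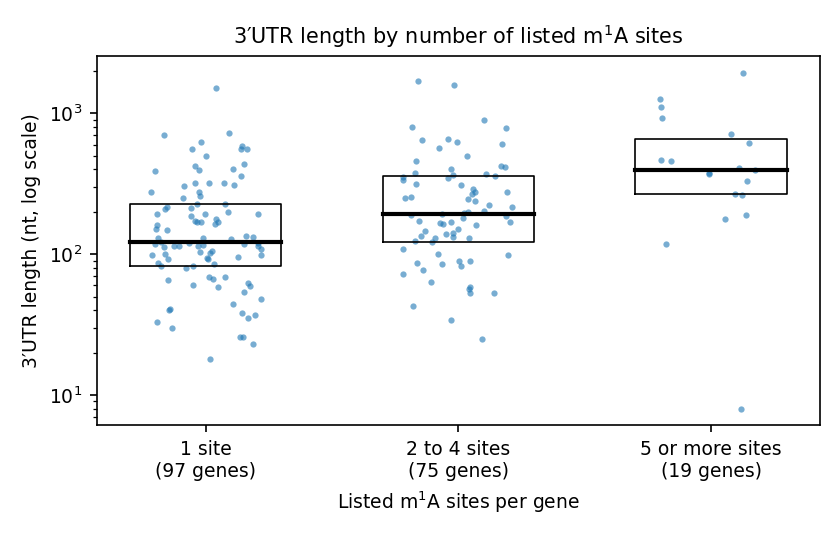
3′UTR length in nt (log axis, from the paper's source data) of 191 genes marked as methylated, grouped by the number of listed m1A sites; points are genes, thick lines medians and boxes quartiles. The number of sites counts listed sites in any part of the gene. The medians are 122 nt, 192 nt and 394 nt, and the groups overlap.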

**Figure 3:**
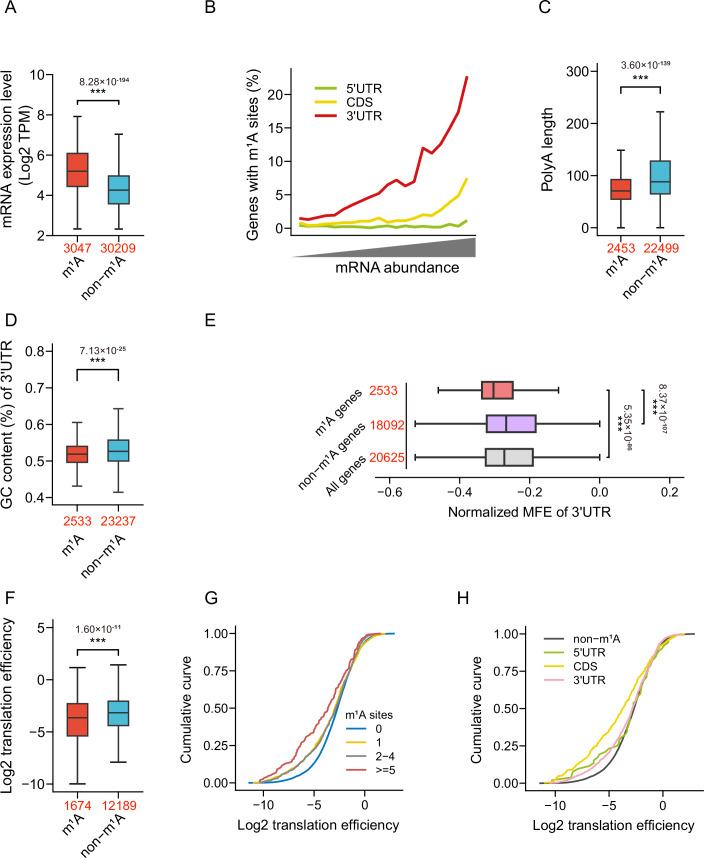
m^1^A associates with mRNA abundance, gene structure, and translation efficiency. (**A**) The correlation of m^1^A modifications with mRNA level. (**B**) Gene expression level plots against different regional methylation. (**C**–**F**) A comparison between the median poly(A) length (**C**), 3′UTR GC content (**D**), normalized minimum folding energy (MFE) of 3′UTR (**E**), and translation efficiency (**F**) of genes with or without m^1^A modifications. (**G**) Cumulative distribution of translation efficiency of the m^1^A-modified genes with different number of m^1^A sites. (**H**) With same data from (**F**), translation efficiency was further compared among non-m^1^A-methylated genes with m^1^A-modified genes occurred in different mRNA segments. For all box plots, numbers of m^1^A-modified and non-modified genes are indicated in red. Median values in each group are marked by a center line. The boxes upper and bottom boundaries denote the first quartile and third quartile, The whiskers on the plot stretch to encompass data points that fall within 1.5 times the interquartile range (IQR) from the edges of the box. *p* values were determined using a two-sided t-test. Exact *p*-values are also reported. ***p < 0.001. Note: the m^1^A-TGIRT-seq and Ribo-seq experiments were carried out with two independent biological replicates here (*n* = 2). Source data are available online for this figure.

**Figure EV3:**
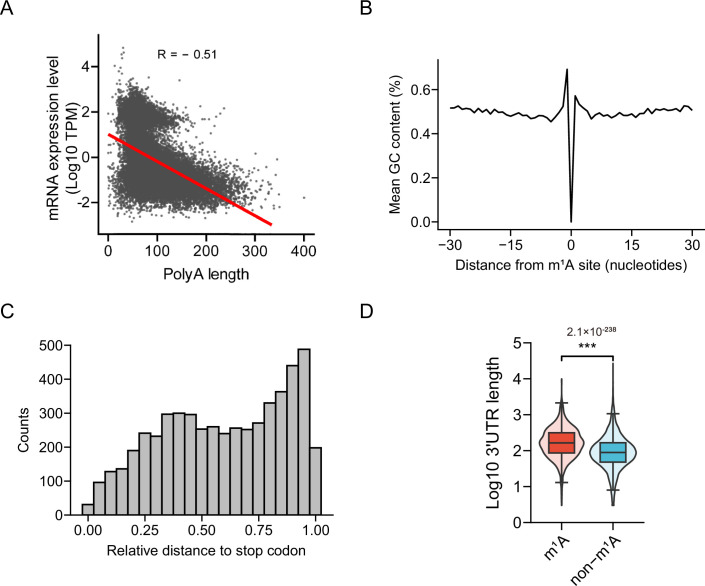
The correlation between gene expression level and poly(A) tails, and detailed characteristics of m^1^A-methylated transcripts. (**A**) Correlation analysis of mRNA abundance with the poly(A) length of encoded transcripts in *A. carterae* (Pearson correlation test, *p* < 2.2 × 10^−16^). The distribution properties of m^1^A sites within the 3′UTR (same sites used in Main Fig. 3) are shown in following Figures (**B**–**D**). (**B**) The mean GC content of neighboring nucleotides around all identified m^1^A sites (*n* = 5297) within the 3′UTR. (**C**) The histogram showing the distribution pattern of the relative distance to the stop codon for all identified m^1^A sites within the 3′UTR. (**D**) A comparison of 3′UTRs’ length of genes with m^1^A-methylated 3′UTRs and those with unmethylated ones (t-test (two-sided), ***p < 0.001). The median value in each group is indicated by a center line, with the box representing the upper and lower quartiles, and whiskers indicating the 1.5× interquartile range. Note: For EV3B–D, the m^1^A-TGIRT-seq experiment was carried out with two independent biological replicates (*n* = 2).  Source data are available online for this figure.

When localized in the CDS, m^6^A positively promotes translation rates by hindering the formation of stable secondary structures (Mao et al, 2019). Besides, 5′UTR m^6^A is also able to drive cap-independent translation in the absence of 5′ cap-binding proteins (Meyer et al, 2015). However, there is no agreement regarding the effect of m^1^A on translation efficiency (Dominissini et al, 2016; Safra et al, 2017). We further explored whether m^1^A methylation would affect the decoding process of endogenous transcripts. Comparative analysis of translation efficiency for transcripts with or without m^1^A indicated that m^1^A-modified transcripts are associated with decreased translation efficiency (Fig. 3F). Accordingly, the transcripts with more m^1^A sites exhibit much lower translation efficiency (Fig. 3G). More interestingly, the significant translation inhibition is most pronounced in mRNAs with m^1^A sites in their CDS regions (Fig. 3H). Thus, our results implied that the inhibitory effect of m^1^A modification on transcript translation is context-dependent.

### Dynamic m^1^A methylation under stress condition

Given the involvement of m^1^A methylated genes in nitrogen metabolism, we further explored how m^1^A methylation level and distribution respond to N-depletion stress. Similar to previous findings (Lai et al, 2011; Li et al, 2021), the growth of *A. carterae* cells was also severely inhibited under N-depletion condition (Fig. 4A). Consistent with the paucity of transcription factors and lack of differentially expressed genes at transcriptional level in many dinoflagellates (Roy and Morse, 2013; Zaheri and Morse, 2022), our RNA-seq analysis results indicated that there was only a total of 160 differentially expressed genes (DEGs) upon N-deficiency, of which 107 and 53 exhibited significant upregulation and downregulation, respectively (Fig. EV4A). The upregulated DEGs were mainly engaged in GO terms such as pigment biosynthetic process, organic cyclic compound biosynthetic process, nitrate assimilation and photosynthesis, and enriched in the KEGG pathways related to photosynthesis and beta-Alanine metabolism (Fig. EV4B,C). The downregulated DEGs are involved in GO terms associated with cellular carbohydrate biosynthetic process and response to organic substance, and KEGG pathway such as nitrogen metabolism (Fig. EV4B,C).

**Figure 4:**
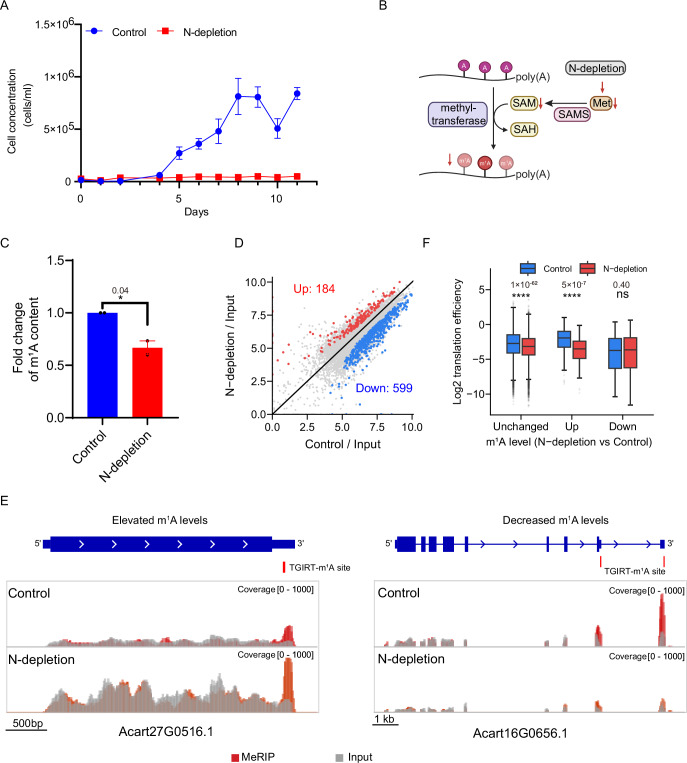
Characterize the potential function of m^1^A upon nitrogen deficiency. (**A**) Growth curves of *A. carterae* cells under different nitrogen conditions. All the data are means ± SE, *n* = 3 independent biological replicates. (**B**) Reduced supply of Met and SAM upon N-depletion likely leads to decreased m^1^A decoration in mRNA. Met, SAMS, and SAH referred to methionine, S-adenosylmethionine synthase 2 and S-adenosylhomocysteine, respectively. (**C**) The fold change of mRNA m^1^A level of *A. carterae* cells grown under nitrogen-depletion conditions for 6 days (with two-tailed t-test, *p < 0.05). All the data are means ± SE, *n* = 2 independent biological replicates. (**D**) Scatter plot of MeRIP analyses of *A. carterae* cells in N-depleted vs N-replete (Control) treatments. Red dots denote stress-upregulated peaks; blue dots denote stress-downregulated peaks. Only the differential m^1^A peaks that overlapped with m^1^A sites identified by m^1^A-seq-TGIRT were selected as altered methylation regions. (**E**) Representative examples of elevated and reduced m^1^A peaks upon N-depletion. TGIRT-m^1^A site refers to m^1^A sites identified by m^1^A-seq-TGIRT. (**F**) Box plot shows the translation efficiency changes of genes with or without differential methylation identified in (**D**). Boxes represent 25th–75th percentile (line at the median) with whiskers at 1.5 × interquartile range (t-test (two-sided), ns, not significant; ****p < 0.0001). Source data are available online for this figure.

**Figure EV4:**
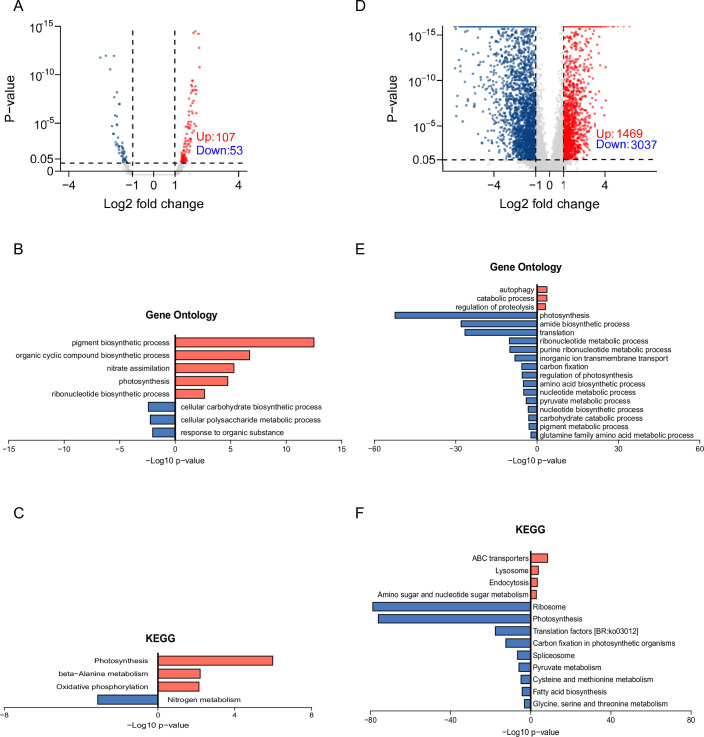
N-depletion in the dinoflagellate *A. carterae* induces minor differences in mRNA accumulation levels but dramatic changes in translation efficiency. (**A**) Volcano plot showing differentially expressed genes (DEGs) under N-depletion treatment. (**B**, **C**), GO and KEGG enrichment analysis revealing the enriched GO terms and pathways of these DEGs, respectively. (**D**) Volcano plot showing differential translation efficiency genes (DTEGs) after N-depletion treatment. (**E**, **F**) Functional analysis of these DTEGs, respectively. Red colors indicate either upregulated DEGs or DTEGs, while blue colors represent either downregulated DEGs or DTEGs. *p*-values were calculated using the Wald test (**A**), Hypergeometric test (**B**, **C**, **E**, **F**) and Chi-Squared Test (**D**).

Recent studies suggested the control of mRNA translation in dinoflagellate *Lingulodinium polyedra* is an important post-transcriptional mechanism for circadian rhythm adaptation (Bowazolo et al, 2022). We then utilized Ribo-seq to determine whether the translational regulation of gene expression is used to cope with N-deficiency. In contrast to quite minor changes in mRNA level, the Ribo-seq data showed that 1469 and 3037 genes showed significantly elevated and reduced translation efficiency, respectively (Fig. EV4D; Appendix Fig. S4A–D), which is consistent with the fact that nitrogen starvation represses protein synthesis (Harding et al, 2000). The genes with increased translation efficiency are mainly responsible for regulating autophagy, catabolic process, ABC transporters, lysosome, amino sugar and nucleotide sugar metabolism (Fig. EV4E,F), while the genes with decreased translation efficiency are involved in affecting purine ribonucleotide metabolic process, inorganic ion transmembrane transport, nucleotide metabolic process, photosynthesis, carbohydrate catabolic process, carbon fixation in photosynthetic organisms, and translation factors (Fig. EV4E,F). With an increase in photosynthesis at the transcriptional level but a decrease at the translational level, and a much more significant change in translation efficiency compared to mRNA levels, our data demonstrate that the dinoflagellate *A. carterae* adapts to N-depletion conditions primarily by regulating mRNA translation rates.

Various methyltransferases decorate the substrate with a methyl group transferred from S-Adenosyl methionine (SAM), the level of which is affected by nutrient availability and cellular metabolic status (Finkelstein, 1990; Obata et al, 2018). It has been shown that starvation would dramatically alter the kinetics of methyltransferases (Mentch et al, 2015; Obata et al, 2018). Therefore, we hypothesized that the deposition of m^1^A in *A. carterae* mRNA is likely inhibited by N-depletion (Fig. 4B). Consistently, we found that the mRNA m^1^A level significantly decreased to ~67% of that in the normal growth condition (Fig. 4C). MeRIP analysis was further conducted to define the m^1^A methylome dynamics in response to nutrient stress. Under N-depletion conditions, 10569 high-confidence m^1^A peaks were observed in 8854 genes, with 1879 of these genes also containing identified m^1^A sites (Fig. EV5A). Differential RNA methylation region analysis revealed that among these 1879 genes, 184 regions (in 171 genes) showed significantly increased m^1^A methylation, while 599 regions (in 533 genes) exhibited decreased m^1^A methylation under N-deficiency (Fig. 4D,E). Notably, only 13 of these genes was differentially expressed at the transcriptional level (Fig. EV5B). In order to clarify the function of differentially methylated transcripts, GO and KEGG enrichment analyses were further conducted. With functional enrichment of the genes with decreased m^1^A methylation on carbohydrate catabolic process, generation of precursor metabolites and energy, pyruvate metabolic process, polysaccharide catabolic process and others (Fig. EV5C), the genes with enhanced m^1^A methylation showed regulation on nitrogen metabolism (Fig. EV5D). These results suggested that m^1^A modification was also utilized for post-transcriptional regulation of carbon and nitrogen metabolism in dinoflagellates.

**Figure EV5:**
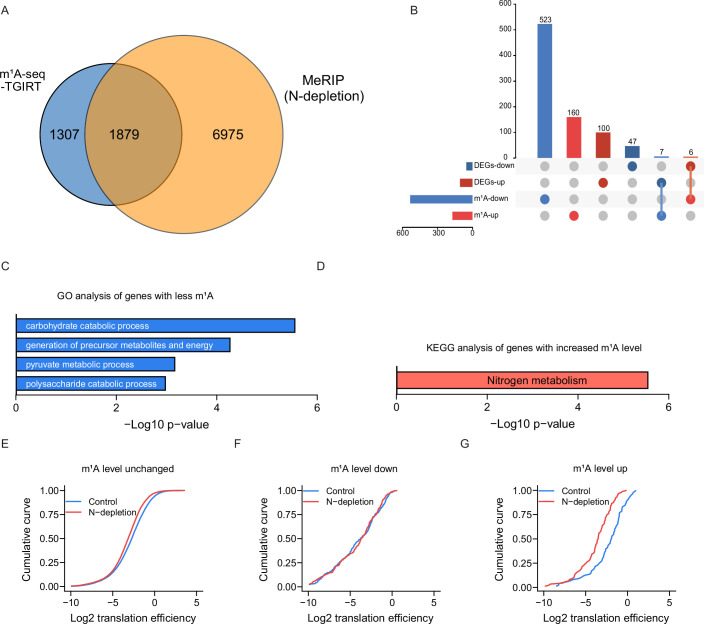
Features of differentially methylated m^1^A genes under N-depletion. (**A**) The Venn diagram depicting the overlap of genes identified as methylated by both m^1^A-seq-TGIRT and MeRIP under N-depletion conditions. (**B**) The Upset plot showing the numbers of shared genes between DEGs and differentially methylated genes. (**C**, **D**) GO and KEGG enrichment analysis of the downregulated and upregulated m^1^A-modified genes, respectively. *p*-values were calculated using hypergeometric test. (**E**–**G**) The translation efficiency is plotted as accumulative fractions for genes with unchanged methylation (**E**), decreased methylation (**F**), and elevated methylation (**G**) for both control and N-depletion treatment groups.

To further characterize the regulatory roles of m^1^A towards gene expression, we extended our analysis to compare the translation efficiency of differentially methylated mRNA under normal and N-depletion conditions. Firstly, we observed the translation efficiency of the transcripts with unchanged m^1^A level generally decreased under nutrient stress (Figs. 4F and EV5E). This reduction primarily stems from the translational slow-down induced by starvation. However, the translation of transcripts containing m^1^A with reduced methylation exhibited minimal sensitivity to N-depletion (Figs. 4F and EV5F), suggesting that lowering m^1^A levels in specific transcripts may represent a viable mechanism of resisting to the global slowdown of mRNA translation. More interestingly, we identified 171 genes with significantly elevated m^1^A levels (Fig. 4D), even though the global m^1^A level decreased during nitrogen depletion (Fig. 4C). Importantly, augmented m^1^A methylation levels in transcripts resulted in a more pronounced inhibition of mRNA translation, likely due to the synergistic impact of m^1^A-induced translation repression and N-depletion-induced global translation shutdown (Figs. 4F and EV5G). Thus, the above observations showed that transcripts with diminished m^1^A methylation demonstrated relatively higher translation efficiency, while increased m^1^A methylation levels led to more severe translation inhibition, which is consistent with the repressive effect of m^1^A modification on translation. Taken together, these findings underscore the notion that the abundant m^1^A modification in mRNA functions as a repressive mark of gene expression, orchestrating regulatory control at the translational level. The translational modulation mediated by m^1^A emerges as a potential strategy for dinoflagellates to adapt gene expression in response to environmental stimuli, such as N-depletion stress.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog number
**Experimental models**		
*Amphidinium carterae*	Shanghai Guangyu Biotechnology Co., Ltd., Shanghai, China	GY-H35
*Symbiodinium* sp.	Shanghai Guangyu Biotechnology Co., Ltd., Shanghai, China	GY-H50
*Crypthecodinium cohnii*	ATCC	30556
HEK293T cells	Hao Chen Lab	
*Escherichia coli* BL21 (DE3)	AlpalifeBio	Cat #KTSM104L
**Recombinant DNA**		
pETDuet-1	Sigma-Aldrich	Cat #71146-3CN
pETDuet-1-AcTRMT-AcTRMT61A	This study	N/A
**Antibodies**		
Mouse Anti-1-methyladenosine (m1A) mAb	MBL	Cat #D345-3
Goat Anti-Mouse IgG (H&L) HRP	Signalway Antibody	Cat #L35007
**Oligonucleotides and other sequence-based reagents**		
VAHTS RNA Adapters Set 1 - Set 2 for Illumina	Vazyme, Nanjing, China	Cat #N803
VAHTS Small RNA Index Primer Kit for Illumina	Vazyme, Nanjing, China	Cat #N816
3′-RNA adapter	This study	Methods and Protocols (m^1^A-seq-TGIRT)
RT primer	This study	Methods and Protocols (m^1^A-seq-TGIRT)
5′-DNA adapter	This study	Methods and Protocols (m^1^A-seq-TGIRT)
PCR primers	This study	Methods and Protocols (m^1^A-seq-TGIRT)
**Chemicals, enzymes, and other reagents**		
Proteinase K	NEB	Cat #P8107S
Nuclease P1	NEB	Cat #M0660S
Antarctic Phosphatase	NEB	Cat #M0289S
T4 Polynucleotide Kinase	NEB	Cat #M0201S
T4 RNA Ligase 1	NEB	Cat #M0204S
Pierce Protein A/G Magnetic Beads	ThermoFisher	Cat #88803
RNA Fragmentation Reagents	Invitrogen	Cat #AM8740
RNase I	Invitrogen	Cat #EN0601
VAHTS mRNA Capture Beads	Vazyme, Nanjing, China	Cat #N401-01
RNAzol®RT	MRC	Cat #RN190
EDTA-free protease inhibitor	Roche Diagnostics	Cat #04693132001
RNaseOff™ RNase Inhibitor	Cwbio, Beijing, China	Cat #CW3335S
Triquick RNA Extraction Reagent	Shanghai Acmec Biochemical Co., Ltd, China	Cat #AC13984
AMPure XP beads	Beckman Coulter	Cat #A63880
TGIRT-III	HaiGene Biotech Co.,Ltd, China	Cat #D0310
Ni NTA Beads 6FF	Changzhou Smart-Lifesciences Biotechnology Co., Ltd., China	Cat #SA005005
Clarity Western ECL Substrate	BIO-RAD	Cat #1705061
**Software**		
TrimGalore v0.6.7	https://github.com/FelixKrueger/TrimGalore	
RiboseQC v0.99	Calviello et al, 2019	
STAR v2.7.10a	Dobin et al, 2012	
StringTie v2.1.7	Pertea et al, 2015	
RiboDiff v0.2.2	Zhong et al, 2016	
MACS2 v2.2.7.1	Zhang et al, 2008	
DiffBind	Stark and Brown, 2012	
edgeR	Robinson et al, 2010	
ViennaRNA	Lorenz et al, 2011	
clusterProfiler v4.2.2	Yu et al, 2012	
**Other**		
Oligo Clean & Concentrator	Zymo Research	Cat #D4060
RNA Clean & Concentrator-5	Zymo Research	Cat #R1013
RNA Clean & Concentrator-25	Zymo Research	Cat #R1017
ZR small-RNA PAGE Recovery Kit	Zymo Research	Cat #R1070
Equalbit RNA HS Assay Kit	Vazyme, Nanjing, China	Cat #EQ211-01
Equalbit 1 × dsDNA HS Assay Kit	Vazyme, Nanjing, China	Cat #EQ121-02
VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina	Vazyme, Nanjing, China	Cat #NR605-01
VAHTS Small RNA Library Prep Kit for Illumina	Vazyme, Nanjing, China	Cat #NR811-01
Countess TM II FL cell counter	ThermoFisher	
Qubit	ThermoFisher	
Illumina Novaseq 6000	Illumina	
DNBSEQ-T7	MGI Tech Co., Ltd., China	
PromethION	Oxford Nanopore Technologies	
MGISEQ-2000RS	MGI Tech Co., Ltd., China	

### Methods and protocols

#### Cell culture

Dinoflagellates *Amphidinium carterae* and *Symbiodinium* sp. were obtained from Shanghai Guangyu Biotechnology Co., Ltd. (Shanghai, China). The strains were normally cultured in f/2 medium at a constant temperature of 23 °C. The lighting conditions were maintained under a 12:12 h light-dark cycle with a photon flux density of 50 µmol·m^−2^·s^−1^. Sub-culturing was performed at 7- to 10-day intervals to ensure optimal growth. The other dinoflagellate *Crypthecodinium cohnii* ATCC 30556 was purchased from American Type Culture Collection (ATCC) and routinely grown in A2E6 medium at dark conditions following official instruction. HEK293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco), supplemented with 10% fetal bovine serum (FBS, BI) and 1% penicillin-streptomycin (Thermo Fisher). The cells were maintained in a humidified incubator at 37 °C with 5% CO_2_.

For nitrogen depletion experiment in *A. carterae*, the exponentially grown cells were washed once with sterile sea water and then cultured in normal and nitrogen-depletion f/2 medium, respectively, at an initial concentration of 2.5 × 10^4^ cells/ml. Cell numbers of *A. carterae* cells during the whole growth period were counted using automated Countess TM II FL cell counter (Thermo Fisher). *A. carterae* cells grown at exponential stage (day 6) were used to perform mRNA isolation and m^1^A content quantification.

#### RNA preparation for LC-MS/MS analysis

Total RNA was extracted from *A. carterae*, *Symbiodinium* sp., *C. cohnii* and HEK293T cell pellets using RNAzol®RT (MRC) according to the manufacturer’s protocols. The total RNA from *Chlamydomonas reinhardtii* was received as a kind gift from Prof. Hongjie Shen, Fudan University. All materials and reagents used were RNase-free to minimize RNA degradation. Polyadenylated RNA (poly(A) + RNA) was enriched from the total RNA samples by using two successive rounds of purification with VAHTS mRNA Capture Beads (Vazyme Biotech, Nanjing, China). RNA samples were digested by 50 units of nuclease P1 (NEB) in a 25-µL reaction mixture containing nuclease P1 buffer at 37 °C for 2 h, followed by addition of 5 units Antarctic Phosphatase (NEB) and 2.5 µL 10 × Antarctic Phosphatase buffer. The enzymatic digestion was further conducted at 37 °C overnight. The enzymatic reaction was terminated by adding 75 µL of methanol. The samples were then centrifuged at 13,000 rpm for 15 min. The supernatant was lyophilized using a vacuum freeze-dryer to concentrate the RNA digest and reconstituted in 50 µL of RNase-free water. 5 µL of samples was injected into LC–MS/MS system (Agilent6470 triple-quadrupole mass spectrometer or Q Exactive high-resolution benchtop quadrupole Orbitrap mass spectrometer) on an Agilent XDB-C18 column. Nucleosides were detected by using retention time and nucleoside to base ion mass transitions of *m*/*z* 268.1 to 136.1 (A), *m*/*z* 282.1 to 150.1, *m*/*z* 282.1 to 150.1 (m^6^A), *m*/*z* 285.1 to 153.1 (d3-m^1^A), *m*/*z* 298.1 to 166.1 (m^7^G) and *m*/*z* 296.1 to 150.1 (m^6^Am). Nucleoside standards with serial dilution (A, from 50 nM to 1600 nM; m^1^A, from 7.5 nM to 240 nM; m^6^A, 2 nM to 64 nM) were run in parallel to produce the standard curves and obtain the target nucleosides concentration.

#### Dot blot assay

The concentration of isolated total RNA and mRNA from both *A. carterae* and HEK293T cells were firstly determined using Equalbit RNA HS Assay Kit (Vazyme Biotech, Nanjing, China) and Qubit instrument (ThermoFisher). An aliquot of each RNA sample (~100 ng) was spotted onto a positively-charged nylon membrane and subsequently crosslinked with UV light using the chamber of SG linker. The membrane was then stained with methylene blue solution (0.2% methylene blue in 0.4 M sodium acetate and 0.4 M acetic acid) to ensure equal loading. After washing, the membrane was blocked with 5% milk in 1 × TBST at room temperature for 1–2 h and incubated at 4 °C overnight with a 1:1000 dilution of anti-m^1^A antibody (MBL #D345-3). On the second day, the membrane was washed with 1 × TBST for three times and then incubated in a 1:5000 dilution of goat anti-mouse IgG secondary antibody (Signalway Antibody LLC, Maryland, USA) for 1 h at room temperature. After washing another three times in 1 × TBST, the blots were visualized with the Clarity Western ECL Substrate (BIO-RAD).

#### MeRIP

Poly(A) + RNA of *A. carterae* was isolated using VAHTS mRNA Capture Beads (Vazyme Biotech, Nanjing, China), fragmented at 70 °C for 10 min using RNA fragmentation reagent (Invitrogen) in a 10 µL reaction mixture and purified with the RNA Clean & Concentrator-5 kit (Zymo Research). For MeRIP, Protein A/G Dynabeads (10 µL) were washed three times with 1 × IP buffer (150 mM NaCl, 0.1% NP-40, 10 mM Tris–HCl, pH 7.4), resuspended in 200 µL of 1 × IP buffer, and incubated with 1 µL of anti-m^1^A antibody (MBL #D345-3) and 2.5 µL of protease inhibitor at 4 °C for one hour. The antibody-coated beads were washed twice with 1 × IP buffer and then mixed with 200 µL of IP buffer, 2.5 µL of complete EDTA-free protease inhibitor (Roche Diagnostics), 1 µL of RNase inhibitor (Cwbio, Beijing, China), and 200 ng of fragmented mRNA. 10 µL of the resultant mixture was retained as input sample. The mixture was incubated at 4 °C with gentle rotation for 3 h and washed sequentially with 1 mL of IP buffer, low-salt buffer (50 mM NaCl, 0.1% NP-40, 10 mM Tris–HCl, pH 7.4), and high-salt buffer (500 mM NaCl, 0.1% NP-40, 10 mM Tris–HCl, pH 7.4) at 4 °C for five minutes. The immunoprecipitated products were eluted using 5 units of Proteinase K in a buffer containing 5 mM Tris–HCl (pH 7.5), 1 mM EDTA, and 0.25% SDS at 37 °C for 1.5 h, then purified with the Zymo Oligo Clean & Concentrator kit (Zymo Research) and prepared for library construction using the VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (Vazyme Biotech, Nanjing, China). Both input and IP samples were sequenced by Genewiz (Jiangsu, China) on an Illumina Novaseq 6000 platform with paired-end 150 bp mode.

#### m^1^A-seq-TGIRT

For m^1^A-seq-TGIRT, 25 µL of prewashed Protein A/G Dynabeads were incubated with 3 µL of anti-m^1^A antibody (MBL #D345-3) at 4 °C for 2 h. Subsequently, 500 ng of fragmented mRNA was used for immunoprecipitation (IP), with 50 ng of purified mRNA taken as input. The IP protocol followed the same steps as described above. After digestion with Proteinase K, the RNA was purified using RNA Extraction Reagent (Shanghai Acmec Biochemical Co., Ltd, China) and then subjected to library construction as previously (Safra et al, 2017). Briefly, the purified mRNA was treated with Antarctic Phosphatase (NEB) and T4 PNK (NEB) at 37 °C for 30 min, followed by purification using the Oligo Clean & Concentrator kit (Zymo Research). The dephosphorylated RNA was then ligated to the 3′-RNA adapter (/5′Phosphate/AGAUCGGAAGAGCGUCGUG/ddC) using T4 RNA Ligase I (NEB) at 23 °C for two hours, purified by Oligo Clean & Concentrator again, and reverse transcribed using TGIRT-III enzyme (HaiGene Biotech Co.,Ltd, China, D0310) with the RT primer (5′-ACACGACGCTCTTCCGA-3′) in RT reaction buffer (50 mM Tris–HCl pH 8.3, 75 mM KCl, and 3 mM MgCl_2_) at 57 °C for 2 h. The reaction was terminated with 25 mM EDTA and RNA was degraded with 150 mM NaOH, heated to 70 °C for 12 min, and purified with Oligo Clean & Concentrator kit. The 5′-DNA adapter (/5′Phosphate/AGATCGGAAGAGCACACGTCTG/ddC) was ligated using T4 RNA ligase I (NEB) at 23 °C overnight. The single-stranded cDNA was then amplified by PCR using specific primers (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′ and 5′-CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′, NNNNNN denotes the 6-bp barcode sequence), and the product was purified with AMPure XP beads (0.9×). Both input and IP samples were sequenced by GenePlus Inc. (Shenzhen, China) using the DNBSEQ-T7 platform with paired-end 150 bp reads.

#### RNA-seq and Ribo-seq experiments

For RNA-seq, the isolated total RNA from *A. carterae* cells (three biological replicates for all treatments) was sent to the Beijing Genomics Institute (BGI, Shenzhen, China) for strand-specific mRNA library construction and sequencing on DNBSEQ PE150 platform. On the other hand, to obtain the poly(A) tail length of *A. carteae* genes, one aliquot total RNA sample was sent to Wuhan Benagen Technology Co., Ltd. for nanopore direct RNA-sequencing using PromethION sequencer (Oxford Nanopore Technologies, Oxford, UK).

For Ribo-seq, *A. carterae* cells (~40 million cells, two biological samples for each treatment) collected in the morning were treated with 100 µg/ml cycloheximide (CHX) for 8 min. After treatment, cells were centrifuged at 2000 rpm for 10 min at 4 °C. The resulting cell pellets were washed once with CHX-containing 1 × PBS and resuspended in 2–3 volumes of lysis buffer composed of 10 mM Tris–HCl (pH 7.5), 100 mM KCl, 5 mM MgCl_2_, 1% Triton X-100, 100 µg/ml CHX, 2 mM DTT, and 1 × complete EDTA-free protease inhibitor (Roche Diagnostics), followed by sonication at a power of 100 W using an ultrasonic processor (SCIENTZ-950E, SCIENTZ, China) for 2 min (3 s on/3 s off) in a ice-water bath. The supernatant was collected after centrifugation at 12,000 × *g* for 10 min at 4 °C. The optical density (OD) of the cell lysate was determined from the absorbance of the supernatant at 260 nm with NanoDrop 2000. For Ribosome Protected Fragments (RPFs) generation, 15 U of RNase I (Invitrogen) was added per 1 OD of lysate, followed by a 40-minute incubation at 22 °C with gentle mixing. RPFs were isolated using MicroSpin S-400 columns (Cytiva) and purified using the RNA Clean & Concentrator-25 kit (Zymo Research). After size-separation of RPFs using a 15% polyacrylamide TBE-urea gel (Coolaber Technology Co., Ltd, Beijing, China). Gel slices containing fragments of 25 to 34 nucleotides were excised using a scalpel. RNA recovery from the gel slices was performed using the ZR small-RNA PAGE Recovery Kit (Zymo Research). Purified RNA was mixed with 10 × T4 polynucleotide kinase reaction Buffer and T4 polynucleotide kinase and incubated at 37 °C for 20 min with gentle mixing, followed by addition of 1 × T4 DNA ligase buffer and another incubation at 37 °C for 20 min. The samples were repurified using the RNA Clean & Concentrator-25 kit (Zymo Research) and proceeded directly to cDNA library construction using the VAHTSTM Small RNA Library Prep Kit for Illumina (Vazyme Biotech, Nanjing, China). Sequencing was performed on the BGI MGISEQ-2000 platform using SE50 strategy.

#### Isolation of poly(A) tail and non-poly(A) segments from *A. carterae* poly(A)+RNA

200 ng of purified poly(A) + RNA from *A. carterae* was first fragmented at 70 °C for 10 min using 10 × RNA fragmentation reagent (Invitrogen) in a 10 µL reaction mixture. Following fragmentation, the poly(A) tails were captured using VAHTS mRNA Capture Beads (Vazyme Biotech, Nanjing, China). Meanwhile, the non-poly(A) RNA segments in the flow-through were purified using the RNA Clean & Concentrator-5 kit (Zymo Research). The resulting purified poly(A) tails and non-poly(A) segments were then analyzed using an anti-m^1^A antibody-based dot-blot assay.

#### Protein purification

The encoding sequences of both AcTRMT6 and AcTRMT61A were optimized with *Escherichia coli* codons, synthesized by Tsingke Biological Technology Co., Ltd. (Beijing, China) and inserted into the expression vector pETDuet-1 to generate pETDuet-1-AcTRMT-AcTRMT61A plasmid, which was then transformed into *E. coli* BL21 (DE3) competent cells. Cells were cultured at 37 °C until OD600 reached 0.6–0.8, then induced with 0.1 mM IPTG and incubated at 16 °C for 16 h. The harvested cells were lysed using high-pressure homogenizer (AH-NANO, ATS, China) with a pressure of 800–900 bar for four cycles in the lysis buffer (20 mM Tris–HCl, pH 7.4, 300 mM NaCl, 15 mM imidazole, 0.25% TritonX-100, 10% glycerol). The lysate was centrifuged at 20,000 rpm for 30 min, and the supernatant containing 6 × His-tagged AcTRMT-AcTRMT61A complex was purified using Ni-NTA beads (Changzhou Smart-Lifesciences Biotechnology Co., Ltd., China) following the manufacturer’s guidelines. In brief, the protein-bound beads were washed three times with wash buffer (20 mM Tris–HCl, pH 7.4, 300 mM NaCl, 25 mM imidazole, 10% glycerol) and then eluted using the elution buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 250 mM imidazole and 10% glycerol). Eluted proteins were pooled and dialyzed extensively with dialysis buffer (20 mM Tris–HCl pH 7.4, 50 mM NaCl, 0.5 mM EDTA, 1 mM DTT, and 10% glycerol). All purification steps were conducted at 4 °C. The purity and size of the isolated protein complex were confirmed through Coomassie blue staining of sodium dodecyl sulfate-polyacrylamide gels.

#### Biochemical assay of AcTRMT6-AcTRMT61A heterocomplex activity in vitro

Biochemical assays of the purified AcTRMT6-AcTRMT61A enzymes were conducted in 50 µL reaction mixtures at 28 °C overnight. Each mixture contained 1× MTase buffer (100 mM Tris, pH 8.0, 1.0 mM DTT, 0.1 mM EDTA, 10 mM MgCl_2_, 20 mM NH_4_Cl), 32 µM d3-SAM (deuterium-labeled S-Adenosylmethionine), 5 µM recombinant protein complexes, and various substrates. Tested substrates included total RNA, mRNA, and small RNA from *A. carterae*, as well as total RNA and mRNA from HEK293T cells. The small RNA (<200 nt) from *A. carterae* was purified using the RNA Clean & Concentrator-25 kit (Zymo Research). For control, enzyme-inactivation reactions through heat treatment were set up using total RNA from *A. carterae* cells. After overnight incubation, the reaction mixtures were heat-inactivated at 95 °C for 5 min and cooled down in an ice bath for another 5 min. Nuclease P1 (NEB) and Antarctic Phosphatase (NEB) were then added to digest the samples for subsequent LC-MS/MS analysis.

#### Bioinformatics analyses of RNA-seq, Ribo-seq, MeRIP-seq, and m^1^A-seq-TGIRT data

A de novo genome assembly of *A. carterae* (Acart.genome.v1) based on HiFi reads of Pacific Biosciences Sequel II system was used as the reference genome in this study (Li et al, 2023). Raw reads data of RNA-seq, Ribo-seq, methylated RNA immunoprecipitation sequencing (MeRIP-seq) and m^1^A-seq-TGIRT were prepared according to the procedure describe previously (Chothani et al, 2022). Briefly, TrimGalore (version 0.6.7) was used to remove adapters and low-quality base (-q 25 -e 0.1 --stringency 3) at first. Of note, for Ribo-seq down-stream analysis, reads with length in the range of 20–35 bp were kept. RPFs in Ribo-seq represents actively translated mRNA transcript and thus reads mapping to rRNA sequences were discarded. The trinucleotide periodicity of ribosomes was examined using RiboseQC package (v0.99) (Calviello et al, 2019). Pre-processed reads from RNA-seq, Ribo-seq, MeRIP-seq, and m^1^A-seq-TGIRT were then aligned to Acart.genome.v1 using software STAR (version 2.7.10a) (Dobin et al, 2012). The alignment allowed a maximum of two mismatches for RNA-seq, Ribo-seq, and MeRIP-seq, while m^1^A-seq-TGIRT allowed up to three mismatches per read, ensuring that only the best alignment for each read was retained. Note that Ribo-Seq reads were mapped with additional parameters: --outFilterScoreMinOverLread 0.33, --outFilterMatchNminOverLread 0.33.

The sorted mapping files of Ribo-seq and RNA-seq were used for quantification of with StringTie (v2.1.7) (Pertea et al, 2015). Next, the obtained read counts were converted to TPM (transcripts per million). Genes with cutoff values of TPM > 5 for RNA-Seq were used for downstream analysis. The R package DESeq2 was used to perform differential gene expression of RNA-seq datasets. Next, translational efficiency (TE) was calculated by dividing the normalized RPF counts, using a Ribo-seq TPM value larger than 0, by mRNA abundance (TE = normalized RPF counts/mRNA abundance) (Chothani et al, 2022). The differential translation efficiency gene (DTEG) was analyzed by RiboDiff (v0.2.2) (Zhong et al, 2016).

After aligning the MeRIP dataset, m^1^A peaks enriched via IP over input control were detected using the MACS2 (v2.2.7.1)(Zhang et al, 2008) algorithm, employing a -q value threshold of 0.05 and a genome size parameter (-g) of 1.2e9, based on the combined biological replicates. Differential methylation regions with a fold change of >1.5 and *p* value of <0.05 were identified using DiffBind (Stark and Brown, 2012) with edgeR (Robinson et al, 2010). Following alignment for m^1^A-seq-TGIRT dataset, samtools was used with the parameters ‘mpileup -d 100000 -a’ to generate a pileup file that provided detailed information about the coverage and mismatch count for each base in the reference genome. From this file, the coverage and mismatch data for each base located within exon regions were extracted. For each adenosine site within annotated transcripts in each sample, the data were filtered to retain only those sites with coverage exceeding 10 reads and at least 2 mismatches with a mismatch rate greater than 10%. These criteria identified candidate m^1^A sites, which were then pooled for further analysis. To identify putative m^1^A sites, we compared the coverage and mismatch rates between IP and input samples using a proportion Z-test with the ‘greater’ parameter (IP vs input). Sites were considered putative m^1^A sites if they met the following criteria: *p*-value < 0.05, coverage greater than 10 in both IP and input samples, an IP mismatch count greater than 2, and an IP mismatch count higher than that in the input sample. Minimum free energy (MFE) calculation of m^1^A methylated genes was performed by using the ViennaRNA package (Lorenz et al, 2011). All GO (Gene Ontology) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses were performed by R package clusterProfiler (v4.2.2) (Yu et al, 2012). Finally, genes with m^1^A peaks intersected with the regions flanking 100 nucleotides of identified m^1^A sites were classified as shared methylated genes between MeRIP and m^1^A-seq-TGIRT.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source Data EV Figures

Expanded View Figures

## Data Availability

The raw data of this study is available in the GEO database under the accession number: GSE246953. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00234-2.

# Supplementary material for: Abundant mRNA m1A modification in dinoflagellates: a new layer of gene regulation
**Source:** EMBO Rep. 2024 Sep 2;25(11):5. doi: 10.1038/s44319-024-00234-2
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

Abundant mRNA m¹A modification in dinoflagellates: a new layer of gene regulation

Chongping Li^{1, #}, Ying Li^{1,2, #}, Jia Guo^{3,4, #}, Yuci Wang^{1, #}, Xiaoyan Shi¹, Yangyi Zhang¹, Nan Liang¹, Honghui Ma⁵, Jie Yuan^{2, *}, Jiawei Xu^{3,4, *}, Hao Chen^{1, *}

Table of contents

Appendix Figure S1	Page 2
Appendix Figure S2	Page 3
Appendix Figure S3	Page 4
Appendix Figure S4	Page 5

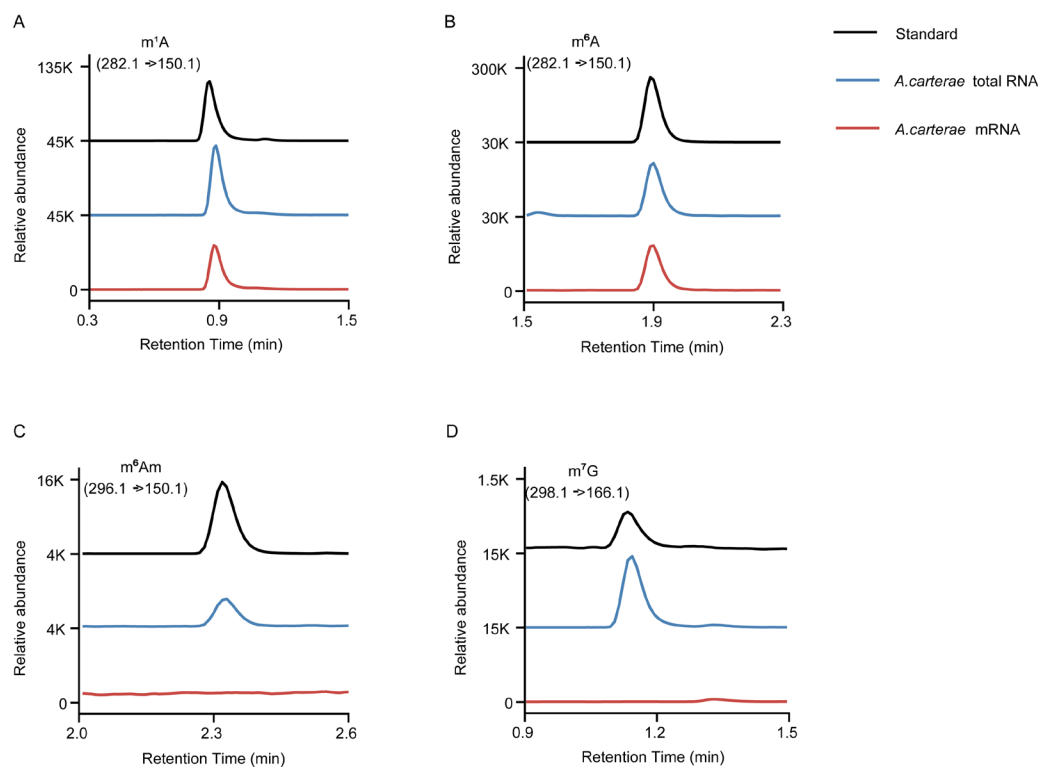

Appendix Figure S1. Common RNA modification species detected in isolated total RNA and mRNA of dinoflagellate *A. carterae*. (A-D) RNA spectra of m¹A, m⁶A, m⁶Am and m⁷G present in standard samples, *A. carterae* total RNA and mRNA respectively.

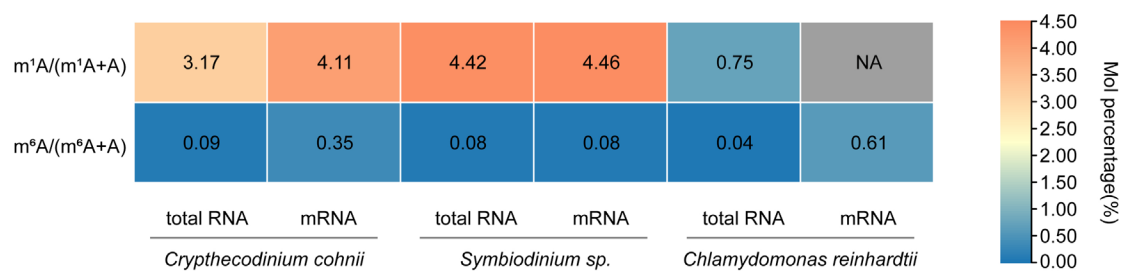

Appendix Figure S2. Quantitative analysis of m¹A and m⁶A level in total RNA and mRNA in other dinoflagellates and green algae *Chlamydomonas reinhardtii*. NA, abbreviation of ‘not available’, means the m¹A level in mRNA of *Chlamydomonas reinhardtii* is below the detection limitation of standards. Sample size = 2 biological replicates for each group.

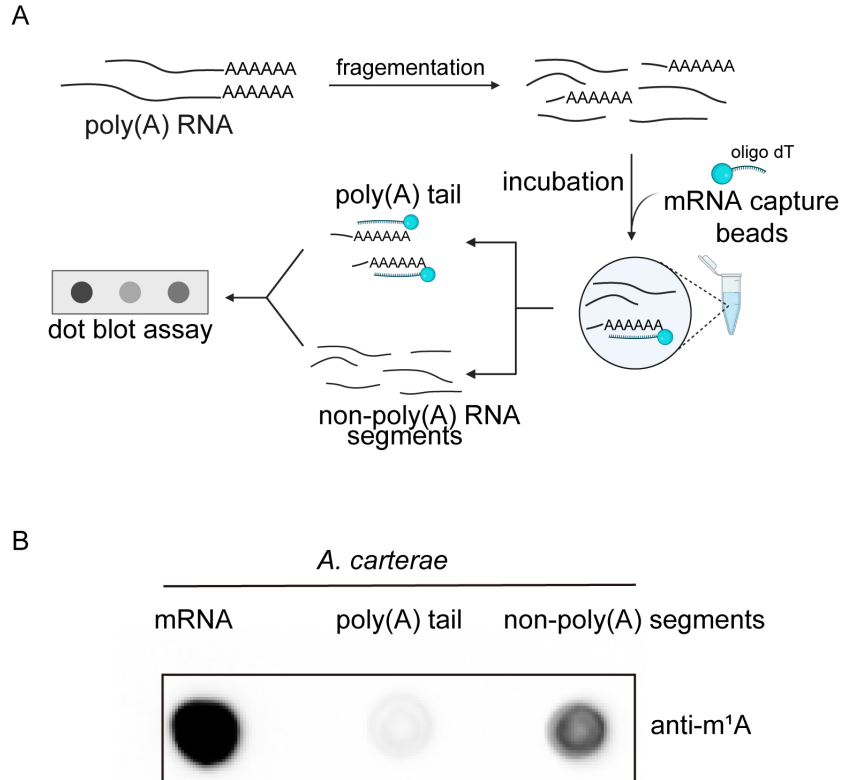

Appendix Figure S3. Distribution of m¹A in mRNA poly(A) tails and non-poly(A)-segments. (A) Scheme for isolation of poly(A) tail and non-poly(A) segments from *A. carterae* mRNA. (B) Dot-blot assay of the isolated poly(A) tail and non-poly(A) segments from *A. carterae* mRNA using an anti-m¹A antibody.

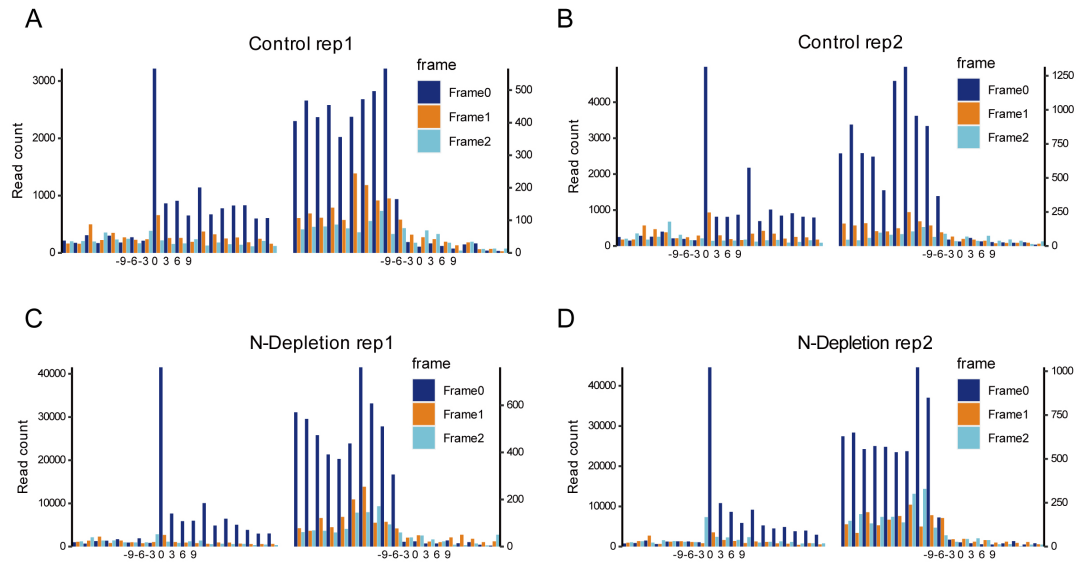

Appendix Figure S4. Quality check for Ribosome profiling data. Ribosome's P-site signals of RPFs for different coding frames near the translation start sites and translation end sites were analyzed. The results displayed a strong 3-nucleotide (nt) periodicity, which is an indicator of high-quality Ribo-seq data. Rep1 and Rep2 represents biological replicates for *A. carterae* Ribo-seq samples under control (A-B) and N-depletion (C-D) conditions respectively.

# Supplementary material for: Abundant mRNA m1A modification in dinoflagellates: a new layer of gene regulation
**Source:** EMBO Rep. 2024 Sep 2;25(11):5. doi: 10.1038/s44319-024-00234-2
**Supplement:** Supplementary file 8 — Expanded View Figures

Expanded View Figures

Figure EV1. Characterization of the distribution of m¹A in the dinoflagellate mRNA.

(A) Counts of MeRIP-identified m¹A peaks in different regions of the mRNA. When a peak overlaps with either the start codon or stop codon, we assigned these peaks to the “start codon” and “stop codon” regions, respectively. Otherwise, these peaks were considered to localize in the 5'UTR, CDS and 3'UTR according to their positions. (B) Comparison of misincorporation rates for all identified m¹A sites in IP samples and input using the m¹A-TGIRT-seq approach. (C) Snapshot of m¹A-mediated misincorporation detected by m¹A-TGIRT-seq within the 28S rRNA in *A. carterae*. This m¹A site is known as m¹A₁₃₂₂ in the 28S rRNA of mammalian and yeast cells. The y-axis represents the sequencing coverage depth. (D) The Venn diagram showing the number of overlapping genes identified by both m¹A-seq-TGIRT and MeRIP under normal growth conditions. (E, F) GO and KEGG pathway enrichment analysis of m¹A-methylated genes identified by m¹A-TGIRT-seq. *p*-values were obtained using the hypergeometric test. Source data are available online for this figure.

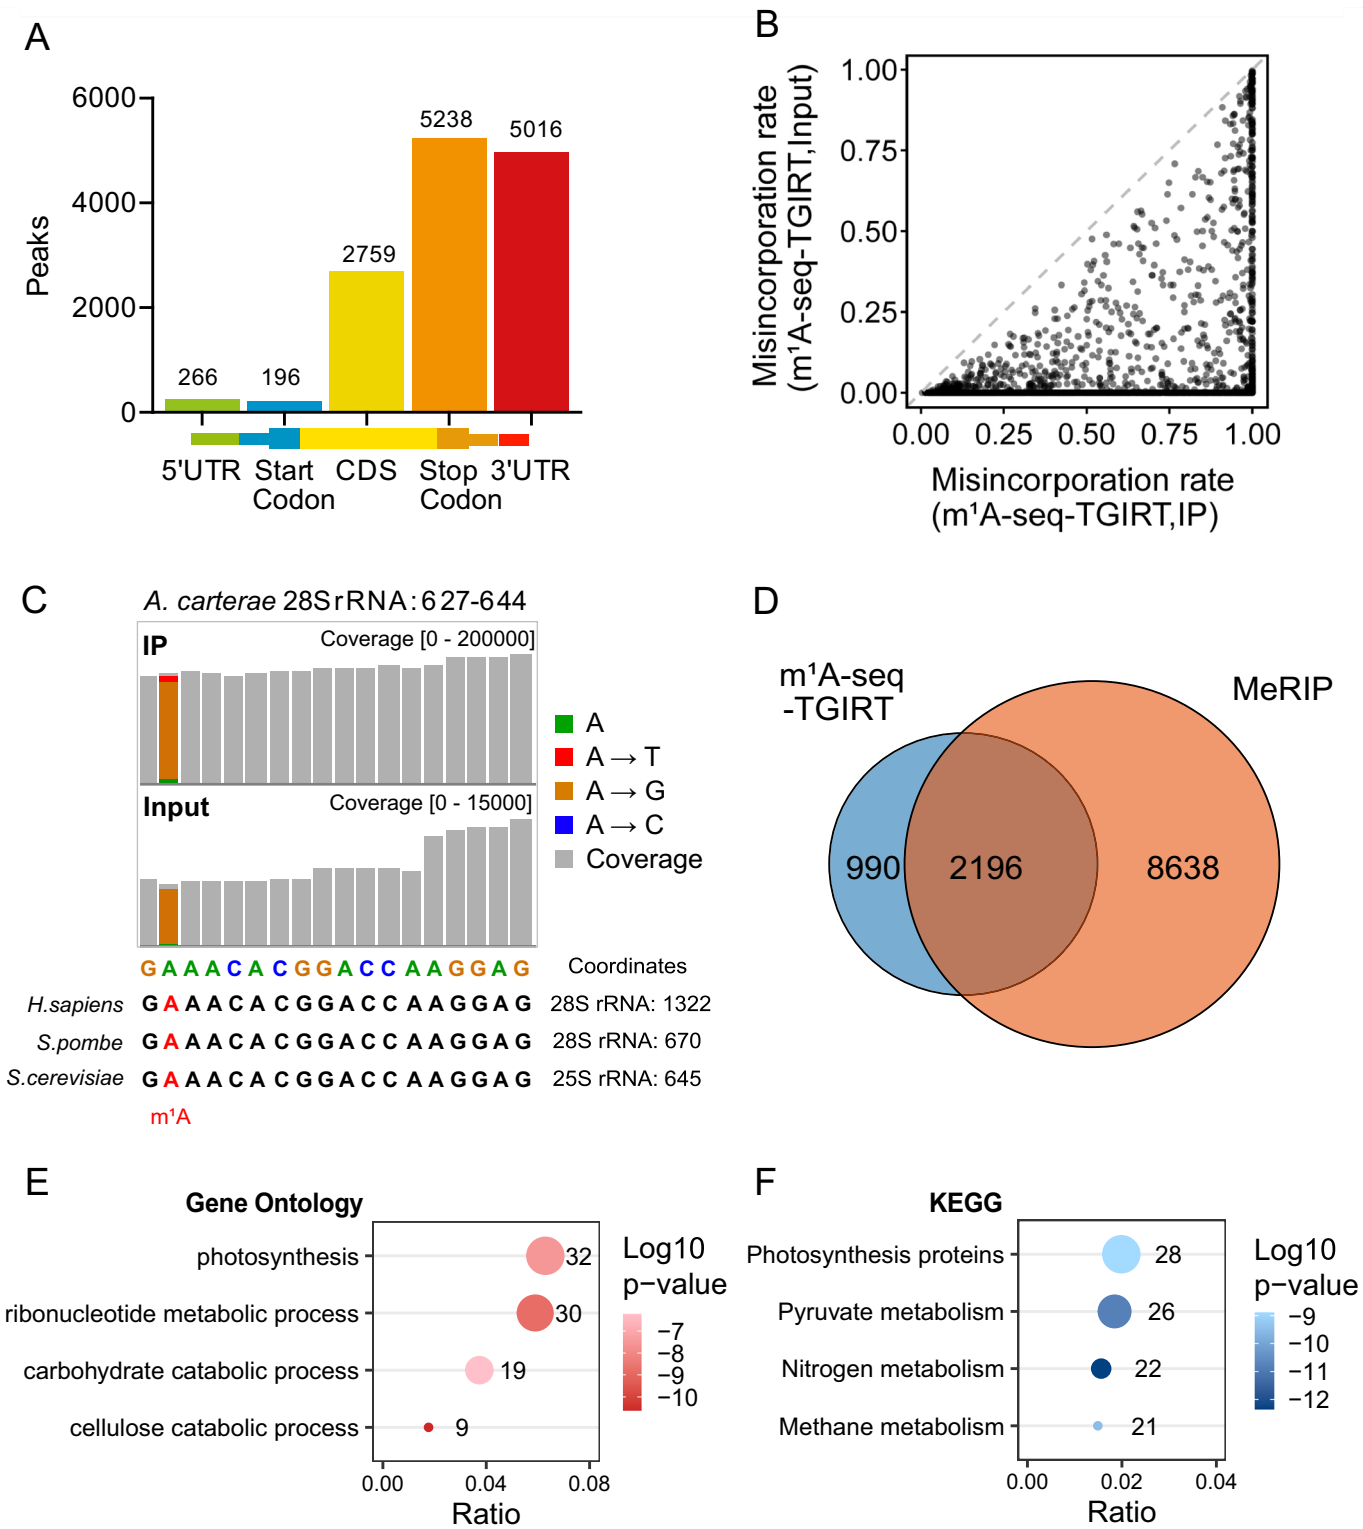

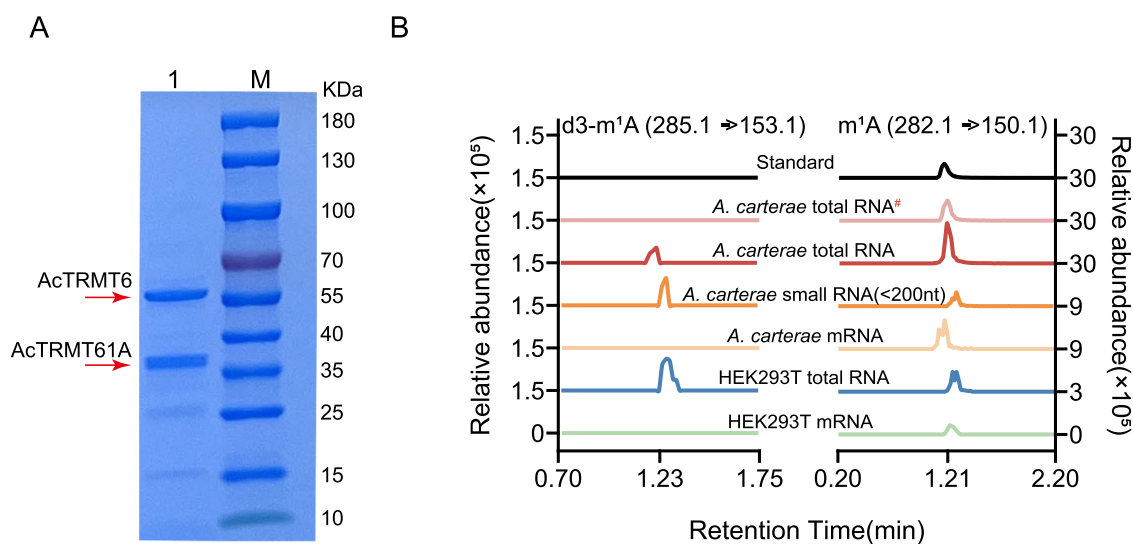

Figure EV2. The methyltransferase activities of AcTRMT6/AcTRMT61A heterocomplex to different RNA substrates.

(A) SDS-PAGE analysis showing the purified AcTRMT6/AcTRMT61A complex with expected molecular weights of 38.5 kDa (AcTRMT61A) and 51.5 kDa (AcTRMT6), respectively. Lane 1, the purified recombinant AcTRMT6/AcTRMT61A heterocomplex; Lane M, the Thermo Scientific PageRuler Plus Prestained Protein Ladder. (B) LC-MS/MS spectra of various RNA substrates from in vitro methylation reaction. #, represents the addition of heat-inactivated AcTRMT6/AcTRMT61A heterocomplex in this reaction mixture. The native recombinant protein complex AcTRMT6/AcTRMT61A were used in all other reactions.

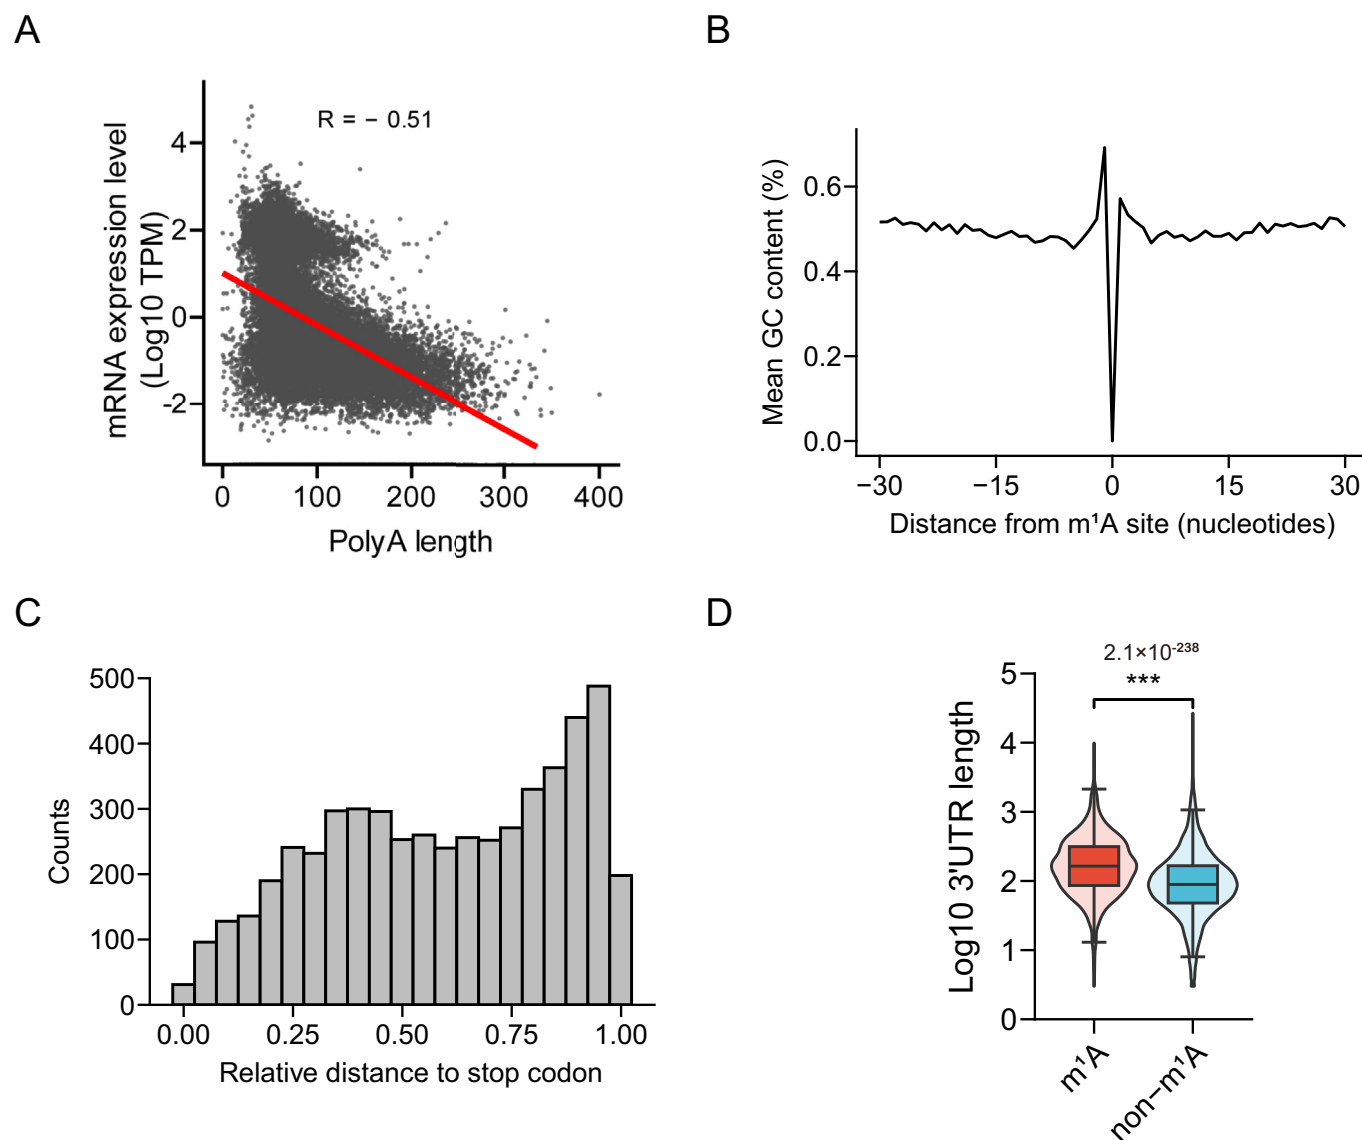

Figure EV3. The correlation between gene expression level and poly(A) tails, and detailed characteristics of m¹A-methylated transcripts.

(A) Correlation analysis of mRNA abundance with the poly(A) length of encoded transcripts in *A. carterae* (Pearson correlation test, $p < 2.2 \times 10^{-16}$). The distribution properties of m¹A sites within the 3'UTR (same sites used in Main Fig. 3) are shown in following Figures (B–D). (B) The mean GC content of neighboring nucleotides around all identified m¹A sites ($n = 5297$) within the 3'UTR. (C) The histogram showing the distribution pattern of the relative distance to the stop codon for all identified m¹A sites within the 3'UTR. (D) A comparison of 3'UTRs' length of genes with m¹A-methylated 3'UTRs and those with unmethylated ones (t-test (two-sided), *** $p < 0.001$). The median value in each group is indicated by a center line, with the box representing the upper and lower quartiles, and whiskers indicating the 1.5× interquartile range. Note: For EV3B–D, the m¹A-TGIRT-seq experiment was carried out with two independent biological replicates ($n = 2$). Source data are available online for this figure.

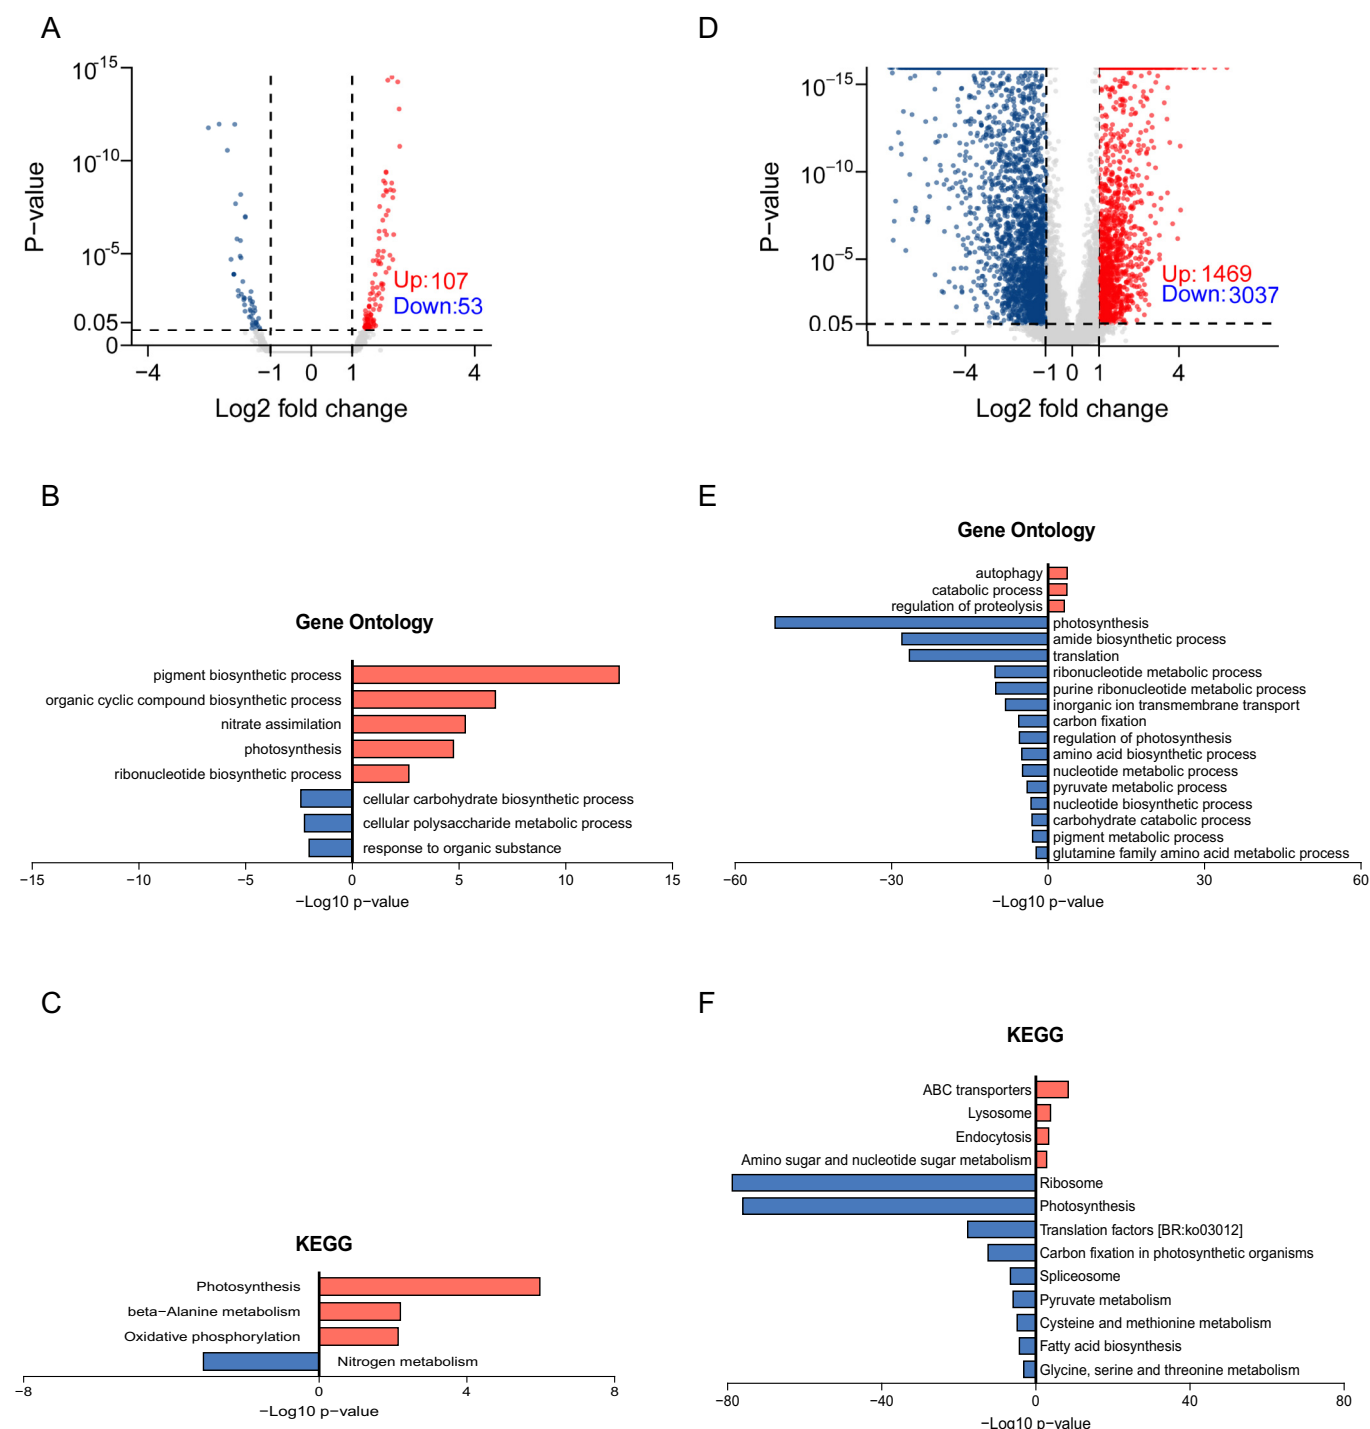

Figure EV4. N-depletion in the dinoflagellate *A. carterae* induces minor differences in mRNA accumulation levels but dramatic changes in translation efficiency.

(A) Volcano plot showing differentially expressed genes (DEGs) under N-depletion treatment. (B, C), GO and KEGG enrichment analysis revealing the enriched GO terms and pathways of these DEGs, respectively. (D) Volcano plot showing differential translation efficiency genes (DTEGs) after N-depletion treatment. (E, F) Functional analysis of these DTEGs, respectively. Red colors indicate either upregulated DEGs or DTEGs, while blue colors represent either downregulated DEGs or DTEGs. *p*-values were calculated using the Wald test (A), Hypergeometric test (B, C, E, F) and Chi-Squared Test (D).

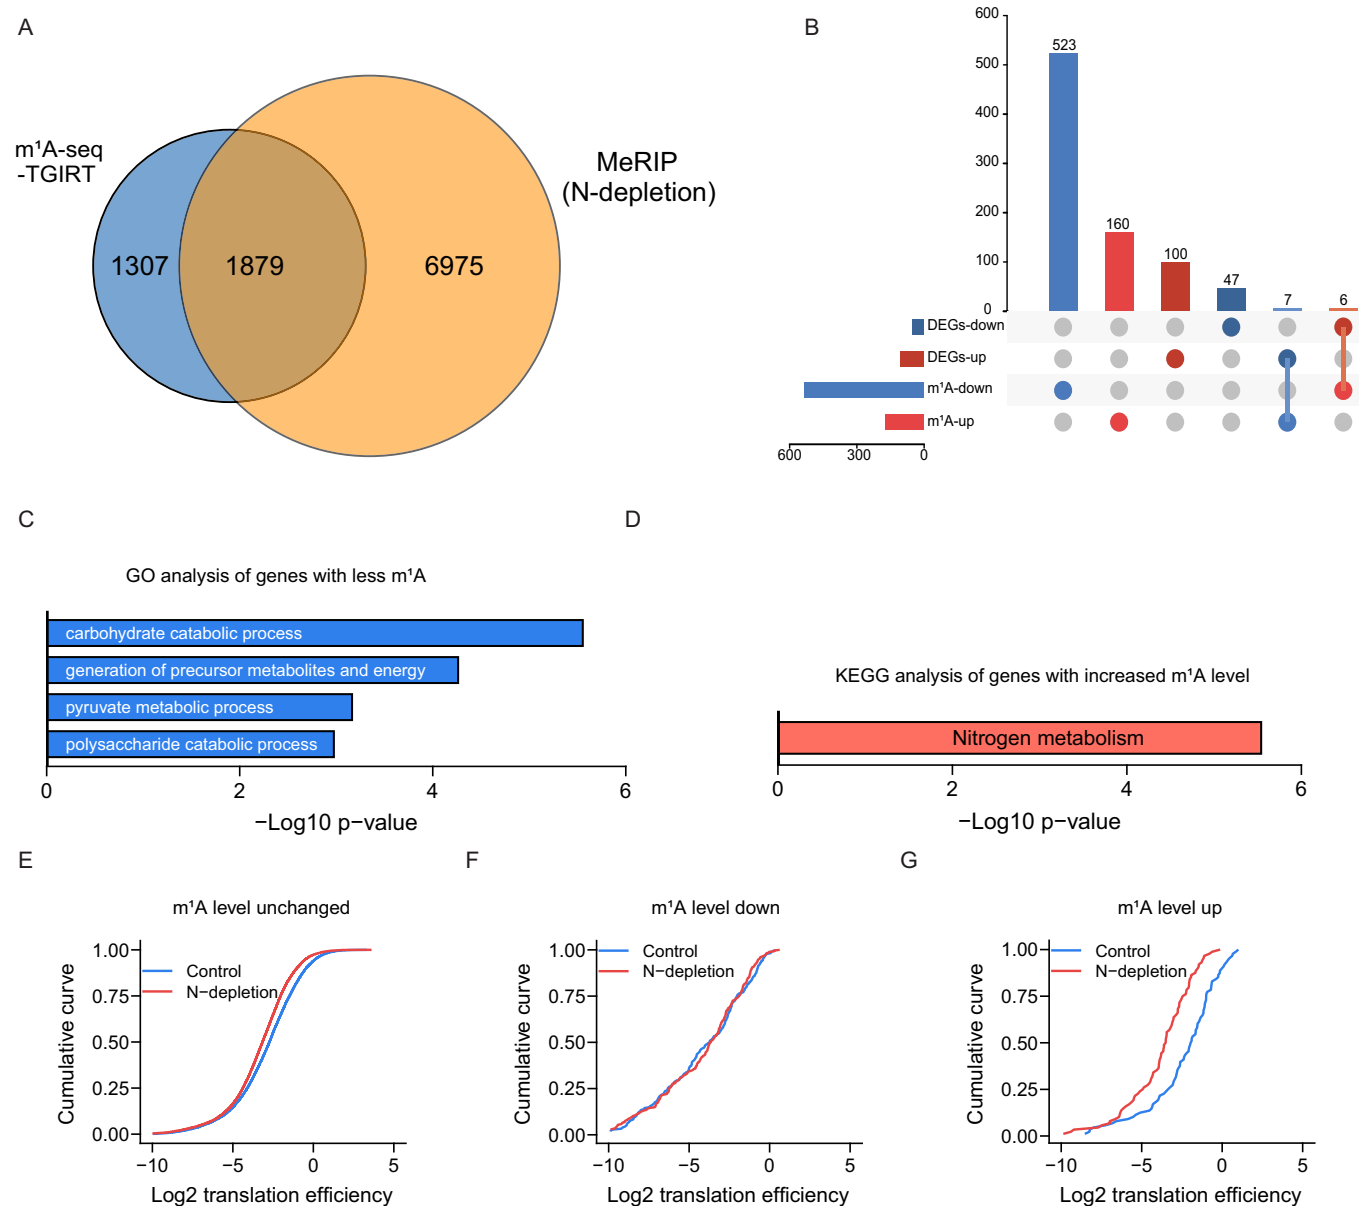

Figure EV5. Features of differentially methylated m¹A genes under N-depletion.

(A) The Venn diagram depicting the overlap of genes identified as methylated by both m¹A-seq-TGIRT and MeRIP under N-depletion conditions. (B) The Upset plot showing the numbers of shared genes between DEGs and differentially methylated genes. (C, D) GO and KEGG enrichment analysis of the downregulated and upregulated m¹A-modified genes, respectively. *p*-values were calculated using hypergeometric test. (E-G) The translation efficiency is plotted as accumulative fractions for genes with unchanged methylation (E), decreased methylation (F), and elevated methylation (G) for both control and N-depletion treatment groups.

How the deposited data were processed for this re-analysis (not part of the article)

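The data are the result of m1A-seq-TGIRT on mRNA of *A. carterae* under normal growth, from 2 m1A IP and 2 input libraries of 2 biological replicates. The authors trimmed the reads with TrimGalore 0.6.7, aligned them to Acart.genome.v1 with STAR 2.7.10a and made per-base coverage and mismatch counts with samtools, whose version is not given in the sources used here. The submitters' processing notes name the same tools. The authors pooled the candidate adenosines and called sites by a one-sided proportion Z-test of IP against input; the text does not describe how the replicates entered that test. The values they deposited are positions, strands and gene IDs of 1-base sites in a single list, with no count, rate, score or p-value. The depth per library is therefore unknown, and no value has a replicate error. The list names 71 scaffolds, of which 43 are numbered chromosomes and 28 are unplaced.

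From the list, sites and genes were counted, distances between neighbouring sites of a gene were taken along the genome, and 4 features were tested by random draws of 10000 each: the number of genes with 5 or more sites against a zero-truncated Poisson distribution, the share of neighbouring sites at most 10 nt apart against redistribution between the outermost sites of genes with 3 or more sites, the share of neighbouring listed genes on one strand against permuted strands within a scaffold, and the sites per numbered chromosome against placement in proportion to the highest listed gene number. A test of consecutive gene numbers against random placement was added after the data were examined. The smallest p these draws can give is 1e-04. Intervals of shares are Wilson 95% intervals and cover counting error only, as if sites were independent. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Each test was checked on data simulated from the listed genes, in 100 runs per case with 200 draws each. Without an effect, p was under 0.05 in 4 runs for sites per gene, 1 for spacing and 3 for strand. It was so in 10 runs for chromosomes (tested on genes) and 6 for consecutive numbers. With an effect built in, p was under 0.05 in 99 or 100 runs for each. The cases without an effect followed the tests' own random models, so they do not tell whether these models suit the data. The effects were strong, such as chromosome 42 raised 3-fold or genes placed in adjacent pairs, so finding weak effects was not checked.

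The genes named were chosen before the data were examined, by a rule that takes the 3 genes the paper names, the 10 with the most sites, then, among genes not yet taken, the 5 with the most sites in any window of 100 nt and the 5 with the widest span. It selects 23 genes with 2 to 38 sites. The genes named for positions listed on both strands lie outside this rule and were chosen after their values were seen. The list does not pair gene IDs with names, and the gene table at hand, made for another assembly, shares no ID with it, so few of them are printed. Alternatives to these choices were also set before the data were examined, and leaving out the positions listed on both strands and chromosomes 40 and 42 was added afterwards. The paper's source data were used in part where the copy at hand is shortened, only to describe values, and no overlap or enrichment was tested on them. The GC column of these source data is headed as percent but holds fractions, which are printed here as percent. Transcript regions, sequence motifs, GO and KEGG terms and the test of IP against input were not recomputed, because they need an annotation, a sequence or per-library values that were not used here.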

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

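A set of 15 positions appears on both strands, each under 2 gene IDs, which makes 30 entries (0.458% of the list) from 5 pairs of genes. The pair Acart35G0475 and Acart35G0476 on chromosome 35 accounts for 10 of the positions, between positions 15397580 and 15398102. A base of the genome can be an adenosine on one strand only, so that at most one of each 2 entries is an m1A site. These genes were named after their values were seen, and the list allows no test that would decide between explanations.

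Acart08G0498 stands apart with 38 listed sites, in a list with a median of 1 site per gene, and the paper does not discuss it. It is among 34 genes with 10 or more sites. The list gives no region, rate or coverage by which explanations for them could be told from each other.

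On chromosome 42, the 40 listed genes were 14.0% of the highest listed gene number, 286 (interval 10.4% to 18.5%), against a median of 7.83% over the 43 numbered chromosomes. This was the highest of the 43 shares, and the interval does not allow for picking the highest. The highest listed number is a lower bound of the number of annotated genes, while the interval takes it as known.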

How the results depend on the processing

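No paired analysis was possible because the deposited list has no values per library, so leaving out a replicate and a fit with the replicates as pairs could not be run either. Also not run were a stricter threshold (the list has no score), overlap with an annotation without strand, and all alternatives for regions and for the -1 base. The number of sites ranged from 4494 with sites at most 10 nt apart merged to 6549 over 4 alternatives, within 1.5 times of the main count. The number of genes fell to 1401 when only genes with 2 or more sites were counted, by construction, and was 3139 on numbered chromosomes. The number of genes with 5 or more sites fell to 55 with clusters in place of sites, which counts fewer items, was 249 without the 10 genes with the most sites and lay between 246 and 259 when each chromosome was left out in turn. The shares of close neighbouring sites and of neighbouring genes on one strand stayed above their random draws in each of 7 and 3 alternatives (permutation p = 1e-04). The chi-square of sites per chromosome was 279 (permutation p = 0.0049). Without chromosome 40 it was 225 (permutation p = 0.0508), just past 0.05, so the call for sites at that limit depends on this chromosome. Leaving chromosome 40 out was chosen after seeing the data. In the 3 other alternatives on sites the chi-square was between 218 and 274, with permutation p between 0.0057 and 0.016. The chi-square of genes in place of sites was 77.1 (permutation p = 0.001), and it was not rerun without chromosome 40. Without the positions listed on both strands, also chosen after seeing the data, 6519 sites in 3179 genes were left. The list holds only sites past the authors' coverage limit and gives no depth, so how depth shaped these values could not be tested.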

Differences from the paper's values

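The numbers of sites and of genes match those given in the paper's results section, 6549 and 3186. The legend of Fig. EV1B speaks of all identified sites, while its source data at hand are named for replicate 1 and hold 3405 pairs of rates, or 52.0% of the number of listed sites. In the window of Fig. 2D, the list has a site at position 14792022 of chromosome 8 besides those at 14792026 and 14792035, and the figure colours mismatches only at the latter 2. The legend does not say from which mismatch rate a base is coloured, so this need not be a difference in the sites called.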

Other observations

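The tests of gene numbers and of strand by gene-number distance were chosen only after the results were seen; the strand permutation and the chromosome test were set before.

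Listed genes next to each other mostly lay on one strand. Of 3115 neighbouring pairs, 76.6% shared a strand, against 52.3% on average and at most 55.4% in 10000 permutations of strands within a scaffold (one-sided permutation p = 1e-04, the smallest they can give). The share was 95.3% in 254 pairs whose gene numbers differ by 1, 84.3% in 580 pairs that differ by 4 to 6, and 55.1% in 586 pairs that differ by 21 or more. This is consistent with genes lying in unidirectional arrays, which the paper's introduction describes for dinoflagellates; it holds for listed genes and says nothing about methylation itself.

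A hypothesis that methylated genes lie next to each other more often than chance was tested, and the count lay within the random draws. A weak excess is not excluded. There were 258 pairs of listed genes with consecutive numbers on the numbered chromosomes, against 248 on average under random placement (central 95% of draws 220 to 277, n = 3139 genes, one-sided p = 0.259).

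The share of listed genes was lowest on chromosome 40, with 31 genes for a highest listed gene number of 782 (3.96%, Wilson 95% interval 2.81% to 5.57%). Over all numbered chromosomes, the 3139 listed genes were 7.82% of the summed highest numbers, 40121, with quartiles over chromosomes of 7.31% and 8.64%. Sites deviated from placement in proportion to these numbers (chi-square 279 against 165 on average in draws, permutation p = 0.0049), as did genes (chi-square 77.1, permutation p = 0.001), while without chromosome 40 the p for sites was 0.0508. In simulations without an effect, this test on genes gave a p under 0.05 in 10 of 100 runs, above the nominal rate. The simulated genes were placed by the same rule as the test's own draws, so this excess can be chance among 100 runs. Whether the p-values are too small for these data remains open.

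The paper's source data on poly(A) tails, of which the first 1999 of 24952 transcripts were used, gave a median tail of 92.2 nt in 1767 transcripts of genes without a listed site. It was 66.0 nt in 120 transcripts of 99 genes with 1 site. For 2 to 4 sites it was 67.7 nt (85 transcripts of 72 genes). For 5 or more sites it was 68.4 nt (27 transcripts of 20 genes). Among genes with a listed site, the median thus differed little with the number of sites. These are the paper's own tail lengths grouped by the deposited list, and they were not tested. The paper reports shorter tails for more abundant mRNAs and higher mRNA levels for methylated genes. A site also had to pass the authors' coverage limit. Whether abundance accounts for the shorter tails of genes with a listed site was not tested.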
